# TNF-α Triggers RIP1/FADD/Caspase-8-Mediated Apoptosis of Astrocytes and RIP3/MLKL-Mediated Necroptosis of Neurons Induced by *Angiostrongylus cantonensis* Infection

**DOI:** 10.1007/s10571-021-01063-w

**Published:** 2021-03-08

**Authors:** Hongli Zhou, Minyu Zhou, Yue Hu, Yanin Limpanon, Yubin Ma, Ping Huang, Paron Dekumyoy, Wanchai Maleewong, Zhiyue Lv

**Keywords:** TNF-α, *Angiostrongylus cantonensis*, Apoptosis, Necroptosis

## Abstract

*Angiostrongylus cantonensis* (AC) can cause severe eosinophilic meningitis or encephalitis in non-permissive hosts accompanied by apoptosis and necroptosis of brain cells. However, the explicit underlying molecular basis of apoptosis and necroptosis upon AC infection has not yet been elucidated. To determine the specific pathways of apoptosis and necroptosis upon AC infection, gene set enrichment analysis (GSEA) and protein–protein interaction (PPI) analysis for gene expression microarray (accession number: GSE159486) of mouse brain infected by AC revealed that TNF-α likely played a central role in the apoptosis and necroptosis in the context of AC infection, which was further confirmed via an in vivo rescue assay after treating with TNF-α inhibitor. The signalling axes involved in apoptosis and necroptosis were investigated via immunoprecipitation and immunoblotting. Immunofluorescence was used to identify the specific cells that underwent apoptosis or necroptosis. The results showed that TNF-α induced apoptosis of astrocytes through the RIP1/FADD/Caspase-8 axis and induced necroptosis of neurons by the RIP3/MLKL signalling pathway. In addition, in vitro assay revealed that TNF-α secretion by microglia increased upon LSA stimulation and caused necroptosis of neurons. The present study provided the first evidence that TNF-α was secreted by microglia stimulated by AC infection, which caused cell death via parallel pathways of astrocyte apoptosis (mediated by the RIP1/FADD/caspase-8 axis) and neuron necroptosis (driven by the RIP3/MLKL complex). Our research comprehensively elucidated the mechanism of cell death after AC infection and provided new insight into targeting TNF-α signalling as a therapeutic strategy for CNS injury.

## Background

*Angiostrongylus cantonensis* (hereinafter referred to as AC), also known as rat lungworm, is a metastrongylid pathogen and was first identified in 1935 in Guang Zhou, China (Chen 1935; Hu et al. 2018). After that, additional cases have been reported, especially in underdeveloped countries and territories such as Thailand (Apichat et al. 2016), Oceania and numerous Pacific islands (Lv et al. 2017). AC infection remains the main causative agent of eosinophilic meningitis worldwide (Flerlage et al. 2017). As non-permissive hosts of AC (Ji et al. 2017; Zhou et al. 2019), mice and human beings could be infected by eating raw or uncooked snails containing third-stage larvae, which causes severe eosinophilic meningitis or encephalitis (Mengying et al. 2017). Patients infected by AC suffered from a drastic inflammatory response in the host, neurological impairment and neurodegenerative lesions (Yan et al. 2018; Yoshida et al. 1996), finally leading to memory and cognitive deterioration as a result of the impaired function and irreversible cell death of brain cells (Mengying et al. 2017). To date, the treatment for angiostrongyliasis mainly relies on broad-spectrum antiparasitic drugs such as albendazole and treatment of the symptoms. However, due to a lack of specificity, the pathological outcomes of nasty angiostrongyliasis cannot be markedly improved. Hence, it is urgent to uncover the underlying mechanism of the cell death of brain cells induced by AC infection to provide a new theoretical basis for developing more effective and specific treatment methods.

Tumour necrosis factor-α (TNF-α) is one of the most important pro-inflammatory cytokines (Akash et al. 2018; Al-Gayyar and Elsherbiny 2013), is mainly secreted by macrophage-like cells and functions to regulate the processes of inflammation (Zelova and Hosek 2013), apoptosis (Naimi et al. 2018) and necroptosis (Gunther et al. 2011) by the way of the paracrine system (Lin et al. 2018; Ye et al. 2013). Parasitic infections often lead to the upregulation of TNF-α, which was observed in cases infected with various parasites including *A. cantonensis, Leishmania braziliensis* (Nieto Gomez et al. 2019; Polari et al. 2019; Schwartz et al. 2018), *Plasmodium* (Grau and Lou 1995) and *Toxoplasma gondii* (Park et al. 2019; Pego et al. 2019). As a high level of TNF-α tends to be positively correlated with poor pathological outcomes of patients, an inhibitor of TNF-α has been used to improve the symptoms in some cases (Zhou et al. 2020), indicating that TNF-α signalling could be a promising therapeutic target.

Programmed cell death is regulated by specific genes including TNF-α and sequentially activated signalling pathways, among which apoptosis and necroptosis have been well investigated. As reported, TNF-α could induce apoptosis of various cells mainly through RIP1/FADD/Caspase-8 signalling (Zheng et al. 2016) and could trigger necroptosis of cells via RIP1/RIP3/MLKL signalling (Hu et al. 2020). Many studies have demonstrated that the mechanisms of apoptosis and necroptosis are related to TNF-α in viral infections (Gyurkovska and Ivanovska 2016) and tumours (Balkwill 2006) and promote a treatment target of TNF-α for these diseases (Monaco et al. 2015); however, in parasitic diseases (Barbosa et al. 2018; Carneiro et al. 2018; de Carvalho and Zamboni 2020; Eugenin et al. 2019; Lee et al. 2019; Zamboni and Lima-Junior 2015) much is still unknown. Furthermore, AC is the only neurotropic helminth, and our previous study discovered that the cell death of a mouse brain infected by AC displayed parallel pathways of apoptosis (driven by cleaved caspase-3) and necroptosis [reliant on the host kinase receptor interacting kinase protein3 (RIP3)] (Mengying et al. 2017). However, the explicit molecular basis of apoptosis and necroptosis during AC infection remains to be elucidated.

To illustrate the underlying molecular mechanism of apoptosis and necroptosis in the brain tissue of a non-permissive host infected with AC, gene set enrichment analysis (GSEA) coupled with protein–protein interaction (PPI) network construction analyses was first applied to explore the potential pathways of apoptosis and necroptosis upon AC infection. Mice were treated with a TNF-α inhibitor to investigate the role of TNF-α in apoptosis and necroptosis of mouse brain cells induced by AC. To further depict the specific molecular basis of apoptosis and necroptosis due to AC infection, RT-qPCR, western blot, co-immunoprecipitation and immunofluorescence analyses were applied to explore the potential signalling network of apoptosis and necroptosis in mouse brains, and RT-qPCR, western blot and flow cytometry analyses were performed to detect the source of TNF-α after AC infection.

## Methods

### Animals

Twelve female BALB/c mice (6–8 weeks old, 18–20 g) were purchased from Charles River Laboratories (Beijing, China) and divided into three groups randomly and equally (4 mice for each group; normal control group: Ctrl; AC infection group: INF; AC infection combined with acetylcysteine treatment group: ACE). Twenty third-stage infectious AC larvae were counted and used to infect the INF and ACE group mice by oral gavage. Additionally, the ACE and INF group mice were, respectively, intraperitoneally injected with acetylcysteine (TNF-α inhibitor, 0.1 mg/g) and phosphate-buffered saline (PBS) daily post infection. All the mice were housed in a specific pathogen-free, temperature-controlled environment with a 12 h light/dark cycle.

### Parasites and Larvae Soluble Antigen (LSA)

The infectious third-stage AC larvae were obtained from *Biomphalaria glabrata* as previously described (Wan et al. 2018) to infect mice, and the young adult AC were harvested from mouse brains 21 days post infection (dpi), washed repeatedly to remove host cells, homogenized on ice to release the soluble antigen, centrifuged at 12,000 rpm and filtered through a 0.22 μm sterile filter (Millipore, MA, USA). The protein concentrations of LSA were quantified by a bicinchoninic acid (BCA) kit (Beyotime, Wuhan, China).

### GSEA and PPI Network

To obtain the differentially expressed genes (DEGs) between mouse brain tissues with AC infection and normal control, a gene expression array was performed and data were analysed by Limma package in R language 3.53. Then, GSEA was conducted using the clusterProfiler package (http://www.bioconductor.org/packages/release/bioc/html/clusterProfiler.html) to analyse the critical pathway enriched by AC infection. To identify the hub gene of gene sets in an enriched pathway, PPI analysis was carried out in the STRING database (https://string-db.org/) and visualized by DisGeNET app of Cytoscape software (http://apps.cytoscape.org/apps/disgenetapp) according to the instructions. All the data of the gene expression microarray involved in the present study have been deposited to GEO database with the accession number of GSE159486.

### Cell Lines

The cell lines used in this study included N9 (mouse microglia cell line) and HT22 (mouse hippocampal neuronal cell line), and N9 was preserved in the Key Laboratory of Tropical Disease Control (Sun Yat-sen University), Ministry of Education and was cultured in Dulbecco's modified Eagle Medium/Nutrient Mixture F-12 medium (Gibco, USA) supplemented with 10% foetal bovine serum (Gibco, USA) and 100 U/ml penicillin/streptomycin (Invitrogen, USA). The HT22 cell line was a kind gift from professor Jun Liu in Sun Yat-sen Memorial Hospital and was cultured with Dulbecco's modified Eagle medium (Gibco, USA) plus 10% foetal bovine serum and 100 U/ml penicillin/streptomycin. Both cell lines were cultured in a humidified atmosphere containing 5% CO_2_ at 37 °C and were tested for *Mycoplasma* contamination by RT-PCR regularly. The murine microglial cell line N9 used in this study was derived from mouse brain and was a kind gift from professor Zhongdao Wu (Department of Parasitology, Zhongshan School of Medicine, Sun Yat-sen University, Guangzhou, China).

### H&E Staining

All mice were sacrificed under anaesthetization (4% chloral hydrate, intraperitoneal injection, 0.1 ml/10 g) at 21 days post treatment and the brain tissues were resected, fixed in 4% paraformaldehyde, paraffin embedded and sectioned into 5 μm sections for H&E staining analysis according to standard procedures as previously described (Ji et al. 2017). Histological configuration of mouse brain tissue was captured, imaged and analysed under an inverted microscope (Lecia, Heidelberg, Germany).

### Quantitative Real-Time PCR

Total RNA was extracted from mouse brain tissues or cell lines using TRIzol Reagent (Invitrogen, Carlsbad, CA) and the purity and concentration of RNA was determined by NanoDrop One (Thermo Fisher scientific, Waltham, USA). The eligible RNA was subjected to a reverse transcriptase reaction with RevertAid First Strand cDNA Kit (Thermo Fisher scientific, Waltham, USA) according to the manufacturer’s instructions. Quantitative real-time PCR (RT-qPCR) reactions were amplified for 10 min at 95 °C followed by 40 cycles at 95 °C for 15 s and 60 °C for 1 min with the use of SYBR Green (TaKaRa, Dalian, China) on a LightCycler480 Real-Time PCR System (Roche Diagnostics, Reinach, Switzerland). The relative mRNA expression level of each gene was compared to that of β-actin (internal control) by the 2^−ΔΔCt^ method. The primers used in this study are listed in Table 1.

**Table 1:** Primers for qPCR used in this study

Gene symbol	Forward primer sequence	Reverse primer sequence
Caspase-3	TGGTGATGAAGGGGTCATTTATG	TTCGGCTTTCCAGTCAGACTC
Caspase-4	TGTCATCTCTTTGATATATTCCTGAAG	CAAGGTTGCCCGATCAAT
Caspase-6	AGACAAGCTGGACAACGTGACC	CCAGGAGCCATTCACAGTTTCT
Caspase-7	AAGACGGAGTTGACGCCAAG	CCGCAGAGGCATTTCTCTTC
Caspase-8	TGCTTGGACTACATCCCACAC	TGCAGTCTAGGAAGTTGACCA
RIP3	AAGTGCAGATTGGGAACTACAACTC	AGAATGTTGTGAGCTTCAGGAAGTG
RIP1	GAAGACAGACCTAGACAGCGG	CCAGTAGCTTCACCACTCGAC
Fas	TATCAAGGAGGCCCATTTTGC	TGTTTCCACTTCTAAACCATGCT
FADD	GCGCCGACACGATCTACTG	TTACCCGCTCACTCAGACTTC
TRADD	GGCAGTGCATACCTGTTTTTG	AAATACCCCACTCTCTGACAGT
TNF-α	GAACTGGCAGAAGAGGCACT	AGGGTCTGGGCCATAGAACT
β-actin	GCTGTCCCTGTATGCCTCT	GTCTTTACGGATGTCAACG

### Immunoblotting

Mouse brain tissues were lysed in RIPA buffer (Thermo Fisher scientific, USA) plus a protease and phosphatase inhibitor cocktail (1:1000, Thermo Fisher scientific, USA) on ice for 5 min, then the lysates were centrifuged at 12,000 rpm for 15 min under 4 °C and the supernatant was preserved as total protein, the concentration of which was determined by a BCA assay. Next, total protein was denatured at 100 °C in boiling water for 5 min and 20 μg of denatured protein was subjected to SDS–polyacrylamide gel electrophoresis prior to transfer onto a polyvinylidene fluoride (PVDF, 0.22 μm) membrane (Merck Millipore, MA, USA), which was blocked with 5% non-fat milk (TBST as solvent) for 2 h at room temperature before an overnight incubation with the indicated antibodies (list of antibodies is shown in Table 2). After that, HRP-conjugated antibodies (secondary antibodies) were applied and the intensity signals were detected by an enhanced chemiluminescence (ECL) kit (Merck Millipore, MA, USA) according to the manufacturer’s instructions. β-actin or GAPDH was used as an internal control.

**Table 2:** Antibodies

Antibodies	Source	Identifier
Caspase-3	Cell signaling technology	#9662
Cleaved caspase-3 (Asp175) (5A1E) rabbit mAb	Cell signaling technology	#9664
Caspase-8 (D35G2) rabbit mAb	Cell signaling technology	#4790
Cleaved caspase-8 (Asp387) (D5B2) XP® rabbit mAb (mouse specific)	Cell signaling technology	#8592
RIP3 (B-2) mouse mAb	SANTA CRUZ	sc-374639
Phospho-RIP3 (Thr231/Ser232) (E7S1R) rabbit mAb	Cell signaling technology	#91702
RIP (D94C12) XP® rabbit mAb	Cell signaling technology	#3493
Phospho-MLKL (Ser345) (D6E3G) rabbit mAb	Cell signaling technology	#37333
CYLD (D1A10) rabbit mAb	Cell signaling technology	#8642
TNF-α (D2D4) XP® rabbit mAb (mouse specific)	Cell signaling technology	#11948
Anti-FADD antibody [EPR5030]	Abcam	ab124812
GAPDH antibody	Abways technology	AB0036
NeuN (D4G4O) rabbit mAb	Cell signaling technology	#24307
GFAP (E6N9L) mouse mAb	Cell signaling technology	#34001
Anti-rabbit IgG, HRP-linked antibody	Cell signaling technology	#7074
Anti-mouse IgG (H + L), F(ab')2 fragment (Alexa Fluor® 594 conjugate)	Cell signaling technology	#8890
Anti-rabbit IgG (H + L), F(ab')2 fragment (Alexa Fluor® 488 conjugate)	Cell signaling technology	#4412
IPKine™ HRP, mouse anti-rabbit IgG LCS	Abbkine	A25022

### Immunofluorescence

Mouse brain tissues fixed in 4% paraformaldehyde (PFA) for 24 h were then dehydrated with 30% sucrose for 48 h and sectioned using a cryostat into 5 μm sections. Next, the sections were rewarmed for 30 min, fixed in acetone for 10 min, washed with PBS three times, permeabilized with 0.3% Triton X-100 for 10 min, incubated with a blocking solution (3% bovine serum albumin in PBS) for 1 h and then incubated with indicated antibodies at 4 °C overnight. On the following day, sections were washed three times with PBS (5 min each time), incubated with corresponding secondary antibodies coupled with Alexa Fluor® 488 or Alexa Fluor® 594 at room temperature for 1 h under dark conditions, then washed and mounted with 2-(4-amidinophenyl)-6-indolecarbamidine dihydrochloride (DAPI) (Beyotime, Wuhan, China). Images of fluorescence were captured with an LSM880 confocal laser-scanning inverted microscope (ZEISS, Jena, German).

### Co-immunoprecipitation Assay

Mouse brain tissues were lysed with IP standard lysis buffer (Thermo Fisher scientific, USA) with protease and a phosphatase inhibitor cocktail (1:1000, Thermo Fisher scientific, USA) for 30 min at 4 °C and centrifuged for 15 min at 12,000 rpm. The supernatant was subjected to immunoprecipitation with the indicated antibodies on a rotator for 4 h at 4 °C. Then, 40 μl of agarose-conjugated protein G beads (Roche, Basel, Switzerland) was added, and the mixture was incubated at 4 °C overnight. On the next day, the mixture was washed 5 times (5 min each time) with pre-cooled PBS containing protease and a phosphatase inhibitor cocktail (Thermo Fisher Scientific, USA). Finally, the proteins on the beads were denatured with 1% SDS and the supernatant was subjected to immunoblotting or mass spectrometry (MS) determination.

### Flow Cytometry

To analyse the TNF-α expression level of mouse microglia in response to LSA, N9 cells were seeded in the 12-well cell culture plate and stimulated with LSA (50 μg/ml) for 4 and 24 h. In addition, flow cytometry was performed as follows: cells were washed twice in PBS, treated with fixation and permeabilization solution for 20 min on ice and washed with permeabilized/perm wash buffer (BD Biosciences, CA, USA) according to the manufacturer’s protocol. After that, cells were incubated with primary antibodies and a fluorescein-conjugated secondary antibody followed by flow cytometry analysis. To assess the cell death of neurons stimulated with TNF-α, HT22 cells were cultured in complete medium with TNF-α (10 ng/ml) or TNF-α combined with Z-VAD for 4 h, stained by Annexin V (Invitrogen, USA) and propidium iodide (PI) and washed three times according to the manufacturer’s instructions followed by flow cytometry analysis. The above flow cytometry was conducted on a CytoFLEX flow cytometer (Beckman Coulter, Atlanta, USA) and data were analysed in CytoFLEX.

### Statistical Analysis

In this study, GSEA was conducted via R language (version 3.53, Missouri, USA) and the statistical analysis of the difference was performed with the use of GraphPad Prism 7.00 (San Diego, CA, USA). Data were presented as the means ± SDs. Student's *t* tests were used to evaluate significant difference between two independent groups and a *p* value lower than 0.05 was considered statistically significant.

## Results

### GSEA Reveals TNF-α-Related Apoptosis and Necroptosis in the Mouse Brain Upon AC Infection

In our previous study, the dramatic apoptosis and necroptosis levels were discovered in the parenchyma and hippocampus of the mouse brain upon AC infection (Mengying et al. 2017). To further investigate the underlying mechanisms of apoptosis and necroptosis in the mouse central nervous system (CNS) induced by AC, we first performed gene expression profiles for whole-brain tissues of AC-infected and normal control mice (*n* = 2 mice/each group) and then GSEA was applied via R language 3.53 to confirm the occurrence of apoptosis and necroptosis. 

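Whole brains of 4 female BALB/c mice were profiled, 2 from normal control mice (Ctrl) and 2 from mice killed 21 days after oral infection with 20 third-stage AC larvae (INF), with 1 array for each mouse. Total RNA was amplified into Cy3-labelled cRNA and hybridized to 1-colour Agilent mouse arrays, on which the brightness of a spot follows the amount of the mRNA that its probe binds. All 4 arrays lay on slide 1 and were read in scan 1, with the Ctrl arrays next to each other and the INF arrays next to each other, so position on the slide and infection cannot be told apart. The authors deposited the scanner output of each array, in which Agilent's Feature Extraction software had already subtracted the background from the intensity of each spot, without scaling between arrays. Each array held 45018 spots, of which 1639 were control spots, and the others read 41174 probes. The 75th percentile of the processed intensity was 1186 and 1922 on the Ctrl arrays and 1328 and 1390 on the INF arrays, against a median local background of 32.5 to 34 before subtraction. On the Ctrl arrays 78.5% and 78.6% of the probes were well above background, on the INF arrays 77.9% and 78.6%, and no spot was saturated. Between 58 and 71 spots per array were left out as outliers. The log2 intensity minus the array's 75th percentile was compared between INF and Ctrl with limma and Benjamini-Hochberg adjustment, over the 24880 genes and unnamed targets that were well above background on at least 2 arrays. Each gene was read by its brightest probe on average. More than 1 probe was measured for 6022 genes, and in 7 of these the probes changed significantly in opposite directions. Probes were named through a table of RefSeq transcripts, which held 26918 of them.
Across genes, which are not independent replicates, Pearson's r was 0.993 between the Ctrl mice, 0.990 between the INF mice and 0.945 to 0.957 between groups. With an adjusted p under 0.05 there were 2249 differentially expressed genes (DEGs) higher in INF and 1908 lower. The median log2 fold change of all genes was -0.14. Both INF mice lay on the same side of both Ctrl mice in 69.9% of the genes, where chance gives 33.3%. The number of mice limits the precision, since an exact permutation test of 2 mice against 2 cannot give a two-sided p under 0.333, and the adjusted p-values rest on the spread that limma shares across genes. The number of DEGs fell most in the fits without a Ctrl mouse. Each fit without a mouse had 1 residual degree of freedom. The prior degrees of freedom, which weight the shared spread, were 1.77 without a Ctrl mouse and 3.01 without an INF mouse. The influence of a mouse and the loss of degrees of freedom therefore cannot be told apart. Without Ctrl replicate 1 limma called 0 genes in either direction, with a lowest adjusted p of 0.0509, while 3181 genes were higher and 4240 lower at an unadjusted p under 0.05. Without Ctrl replicate 2 it also called 0 genes, with a lowest adjusted p of 0.0556, and 3035 and 3894 genes passed unadjusted. Without INF replicate 1 there were 1406 higher and 331 lower DEGs, and without INF replicate 2 there were 1654 and 506. Each of these fits assumes that the lone mouse varies like the 2 mice of the other group.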

First, we confirmed that all the mice in INF and ACE group successfully developed into angiostrongyliasis after AC infection. Similar to human, mice developed into angiostrongyliasis exhibited impaired neurological function along with imbalanced walking state (Lai et al. 2020). After infection with twenty third-stage infectious AC larvae by oral gavage, mice were monitored the balance capacity by observing the walking balance ability every day. All the mice displayed impaired balance capacity with the symptom of unbalanced walking at eighteen days post infection. Most importantly, immature AC larvae were found on the cerebral surface of all mice in INF and ACE group, providing the most straightforward evidence of successful infection with AC. 

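The 15586 tested genes with a symbol were ranked by their log2 fold change, INF minus Ctrl, and the ranking was tested by GSEA with fgsea. The paper's text does not name the collection its gene sets came from, so the mouse Reactome sets supplied with fgsea, of 10 to 500 genes, were used here and need not be the same sets. Of 906 sets, 127 were enriched among genes higher in INF and 39 among genes lower in INF at an adjusted p under 0.05. The Regulated Necrosis set held 17 tested genes and had an enrichment score of 0.836, a normalized enrichment score (NES) of 1.77 and an adjusted p of 0.00706. Of its genes 13 were higher in INF, 9 were DEGs that rose, and the median log2 fold change was 1.03. Its leading edge of 11 genes was headed by Ripk3, Mlkl, Fas, Birc3, with a log2 fold change of 2.33, and Casp8. The Apoptosis set held 136 tested genes and had an enrichment score of 0.564, an NES of 1.47 and an adjusted p of 0.0255. Only 65 of its genes were higher in INF, so that the median log2 fold change was -0.02 while the mean was 0.31, and 23 of its genes were DEGs that rose and 2 were DEGs that fell. Its leading edge of 33 genes was headed by Gzmb, which was not well above background in Ctrl and at least 9.81-fold higher in INF (adjusted p = 0.0149 in limma), followed by Psmb8 (3.81), Psmb9 (3.79), Vim (3.37) and Cd14 (3.26). None of these 5 genes kept an adjusted p under 0.05 in limma when either Ctrl mouse was left out, the values for Gzmb being 0.113 and 0.118.
The enrichment of the Apoptosis set depended on a single mouse. Without INF replicate 1 its adjusted p was 0.114, and over the 13 settings of the ranking it ran from 0.00229 to 0.114. For Regulated Necrosis it ran from 0.00362 to 0.0170. Other set tests gave lower or higher values. Camera compares a set's genes with the other genes and corrects for correlation between them, so its p-values depend on that correlation. Fry asks whether the set's own genes changed, without that comparison. Limma's camera with a preset correlation between genes gave adjusted p-values of 0.0109 for Apoptosis and 4.43e-06 for Regulated Necrosis, and fry gave 0.102 and 0.0232. With the correlation estimated from the arrays, camera gave 0.676 and 0.538. A pair of lists written from general knowledge of the pathways, after Fig. 1c and 1d had been seen, gave an NES of 2.06 for apoptosis (69 genes tested, adjusted p = 1.04e-07) and 2.16 for necroptosis (59 genes tested, adjusted p = 4.79e-09). They contained 21 and 22 DEGs that rose, their medians were 0.11 and 0.17, and 22 of the apoptosis genes stand in Fig. 1c and 25 of the necroptosis genes in Fig. 1d. Their leading edges were headed by Bcl2a1c, Bcl2a1b, Gzmb, Naip2 (3.32) and Tnf, and by Zbp1, Ripk3, Mlkl, Tlr4 (3.17) and Tnf. Fry gave 0.00886 for each list and camera with the estimated correlation 0.115 for each.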

Next, we performed data analysis for expression profiles and demonstrated that the gene sets of apoptosis and necroptosis in the mouse brains infected by AC were significantly enriched compared with those in the normal control mouse brains (Fig. 1a, b). In total, there were 41 and 48 obviously upregulated core genes markedly enriched in the apoptosis and necroptosis pathway, respectively, as shown in the heatmap (Fig. 1c, d). These core genes were principally associated with the death receptor signalling pathway, and the relative mRNA expression levels of 10 critical genes were checked by RT-qPCR. 

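All 41 genes of Fig. 1c were measured on the arrays, and 40 of them were higher in both INF mice than in both Ctrl mice. Of these 33 were DEGs in limma, and the median log2 fold change of the 41 was 1.78. The largest were those of Bcl2a1c (5.44, standard error 0.36, adjusted p = 0.00495), Bcl2a1b (5.44, standard error 0.32, adjusted p = 0.00408) and Csf2rb2 (5.11, standard error 0.24, adjusted p = 0.00268). The probes of the Bcl2a1 paralogs can bind each other's transcripts, so these values are not independent. Only Tuba1c was lower, with a log2 fold change of -0.41 (adjusted p = 0.0761). Its other probe, which was dimmer, rose by 3.78, and the mean of both probes rose by 1.69. The 7 other genes that missed the threshold were Mcl1 (0.56, adjusted p = 0.0503), Gadd45g (0.67, 0.0800), Ctsw (0.99, 0.165), Tnfrsf10b (1.03, 0.0948), Traf1 (1.16, 0.0697), Pmaip1 (1.35, 0.0569) and Tnfsf10 (1.78, 0.118). The other probe of Mcl1, which was dimmer, rose by 1.81 (adjusted p = 0.00735 in limma over the tested probes). Prf1 was not well above background in Ctrl and was at least 2.32-fold higher in INF (adjusted p = 0.0440).
Of the 48 genes of Fig. 1d, Ifng and Ticam2 were not well above background on enough arrays to be tested. The other 46 were higher in both INF mice than in both Ctrl mice, 41 of them were DEGs, and their median was 1.62. The largest log2 fold changes were those of Zbp1 (6.67, standard error 0.68, adjusted p = 0.0120), Cybb (6.03, standard error 0.67, adjusted p = 0.0145) and Il1b (5.20, standard error 0.37, adjusted p = 0.00574). The smallest were those of the histone genes Hist1h2ao (0.63) and Hist1h2ab (0.72), whose copies are nearly identical, and of Stat2 (0.72, adjusted p = 0.142). Traf5 (0.75, adjusted p = 0.0969), Il33 (0.79, 0.0929), Tnfrsf10b and Tnfsf10 also missed the threshold. Hist1h2ae, Il1a and Alox15 were not well above background in Ctrl and were at least 1.93-fold, 7.25-fold and 7.17-fold higher in INF. The figures share 12 of their tested genes, and 64 of the 75 distinct genes were DEGs. Adjusted over the list alone, 39 genes of Fig. 1c and 45 of Fig. 1d were higher and 1 gene of Fig. 1c was lower, which is not independent evidence, because the lists were chosen on these arrays. Without INF replicate 1 there were 22 DEGs in Fig. 1c and 29 in Fig. 1d, and without INF replicate 2 there were 26 and 34. In limma there were 0 without Ctrl replicate 1 or Ctrl replicate 2, and an unadjusted test by the methods' own threshold on all mice gave 32 and 39.

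**Figure D1:**
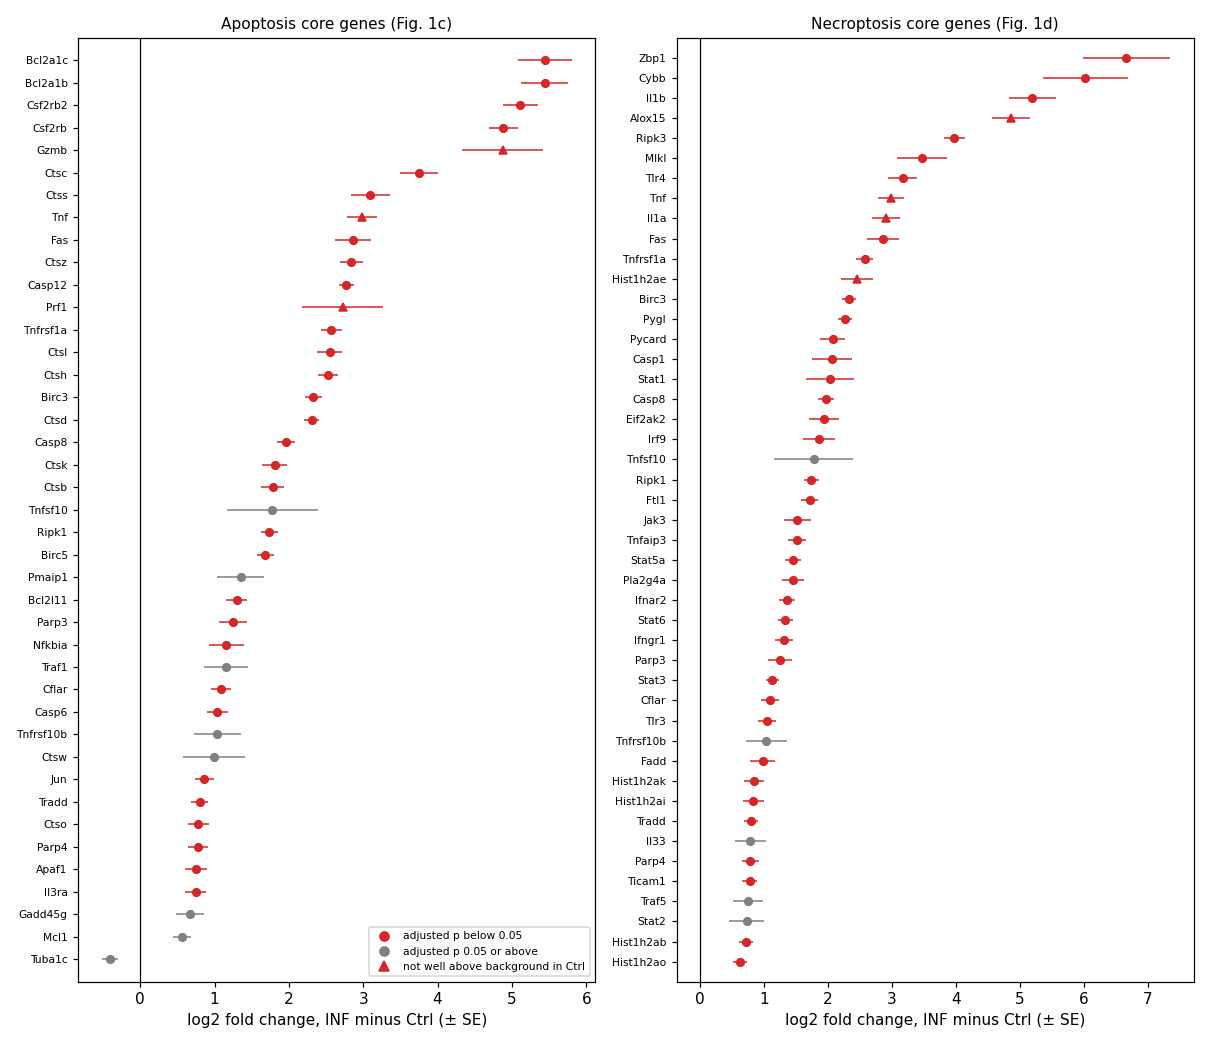
Log2 fold change (INF minus Ctrl, horizontal axis) of the tested genes of Fig. 1c, left, and Fig. 1d, right, with the standard error from limma as horizontal lines. Red points had an adjusted p under 0.05, grey points did not, and triangles mark genes not well above background in Ctrl, whose points are fitted values and not bounds; only Tuba1c lies left of 0.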

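Among the Reactome sets, Death Receptor Signalling held 13 tested genes and had an NES of 1.71 (adjusted p = 0.0167 from fgsea), whereas Intrinsic Pathway for Apoptosis, the mitochondrial route, held 33 and had an NES of 1.28 (adjusted p = 0.412). The difference between these sets was not tested. Array values are given here and with the hub genes for 8 of the 10 genes chosen for RT-qPCR, with n = 2 mice per group and adjusted p-values from limma. Casp4 had a log2 fold change of 4.21 (standard error 0.26, adjusted p = 0.00443), Ripk3 of 3.98 (standard error 0.16, adjusted p = 0.00235) and Fas of 2.86 (standard error 0.25, adjusted p = 0.00842). Ripk1 rose by 1.74 (standard error 0.12, adjusted p = 0.00511), and its other probes rose by 1.31 and 0.98. Smaller increases were measured for Casp6 (1.04, adjusted p = 0.0211), Fadd (0.97, adjusted p = 0.0424) and Tradd (0.80, adjusted p = 0.0226). The other probe of Fadd rose by 0.44 (adjusted p = 0.228). In each of these 8 genes both INF mice lay above both Ctrl mice. The calls depended on single mice. Without Ctrl replicate 1 the adjusted p was 0.0544 for Ripk3, 0.0552 for Fas, 0.0688 for Ripk1 and 0.0784 for Casp4, and without Ctrl replicate 2 it was 0.0577, 0.0641, 0.0713 and 0.0759. Fadd and Tradd also lost the call without either INF mouse (0.129 and 0.0887 without INF replicate 1, 0.101 and 0.0694 without INF replicate 2), and Casp6 without INF replicate 1 (0.0725). Over all these omissions the 8 log2 fold changes stayed above 0.

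**Figure D2:**
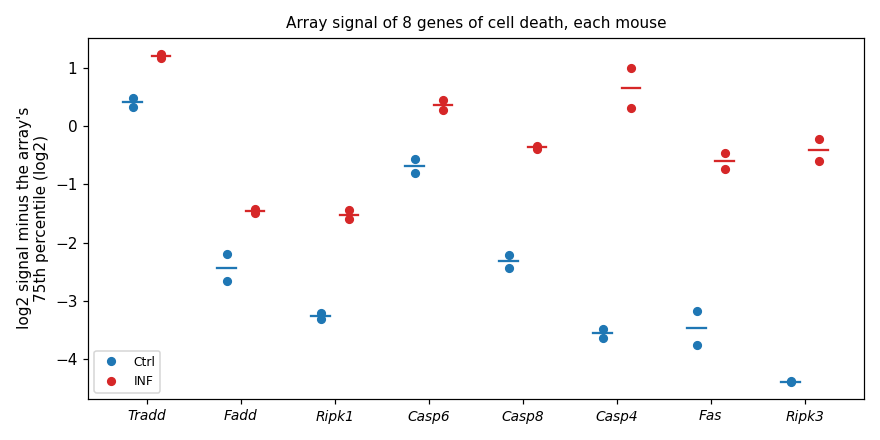
Array signal of the 8 genes in each mouse, as log2 intensity minus the array's 75th percentile (vertical axis), with Ctrl in blue, INF in red and a line at each group's mean (n = 2). The INF points lie above the Ctrl points for each gene, and levels of different genes are not comparable because their probes differ.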

The results exhibited that the mRNA levels of TRADD, RIP1, caspase-3, caspase-6, and caspase-7 were upregulated twofold compared with those of the normal control; moreover, the mRNA levels of Fas, caspase-8, caspase-4 and RIP3 were fourfold higher than in the normal control (Fig. 1e), which is concordant with the GSEA results. To explore the interactions and hub genes among these core genes of apoptosis and necroptosis, we constructed a PPI network by Cytoscape software and found that caspase-8 and TNF-α shared most of the interactions in the apoptosis and necroptosis network, respectively, which demonstrated that caspase-8 was the hub gene for the apoptosis pathway (Fig. 2a) while TNF-α acted as the hub gene for the necroptosis pathway (Fig. 2b). Furthermore, Caspase-8 was reported to serve as a downstream gene regulated by TNF-α (Zheng et al. 2016). Collectively, these above data indicated that the apoptosis and necroptosis in mouse brains upon AC infection was closely related to TNF-α.

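The interaction counts came from the STRING database, which is not among the data analysed here, so the number of interactions of each gene was not recomputed. What the arrays give is the expression of the hub genes. Casp8 was well above background in all 4 mice, at -2.43 and -2.21 in Ctrl and -0.33 and -0.38 in INF (log2 intensity minus the array's 75th percentile). Its log2 fold change was 1.96 (standard error 0.13, adjusted p = 0.00473 in limma), far larger than the spread within either group. With each mouse left out in turn it stayed between 1.85 and 2.07, and the adjusted p rose to 0.0597 without Ctrl replicate 1 and 0.0577 without Ctrl replicate 2. Tnf was not well above background in either Ctrl mouse, where its signal was -7.40 and -6.92, and was well above background in both INF mice, at -4.07 and -4.27. Only a lower bound can therefore be given for its change, which sets the mean of the INF mice against the lowest signal that counted as above background on each Ctrl array, or the probe's own where that was higher. By that bound Tnf was at least 5.86-fold higher in INF (adjusted p = 0.00526). Its adjusted p was 0.0544 without Ctrl replicate 1, and without Ctrl replicate 2 it was 0.0556. The bounds given for other genes were computed in the same way.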

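The mRNA of Mlkl, which acts below Ripk3 in necroptosis, was also higher on the arrays, which does not show that the pathway was active. Its log2 fold change was 3.47 (standard error 0.39, adjusted p = 0.0147 in limma), with -6.29 and -6.13 in the Ctrl mice and -2.20 and -3.28 in the INF mice, so that the INF mice differed from each other by more than the Ctrl mice did. The adjusted p was 0.113 without Ctrl replicate 1 and 0.115 without Ctrl replicate 2. Of the 17 genes that the paper names in the brain, 11 were DEGs and all of these were higher in INF. The RNA came from whole brains and carries the transcripts of every cell in them, including blood-derived cells. A list of 12 marker genes of macrophages and monocytes rose with a median log2 fold change of 5.92, so the arrays do not tell which cells the increases in Tnf, Casp8, Ripk3 and Mlkl came from. The paper infers that apoptosis and necroptosis in the brains of infected mice were closely related to TNF-α. Its basis is its GSEA, RT-qPCR and interaction network, and a cited report that places caspase-8 downstream of TNF-α.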

**Fig. 1:**
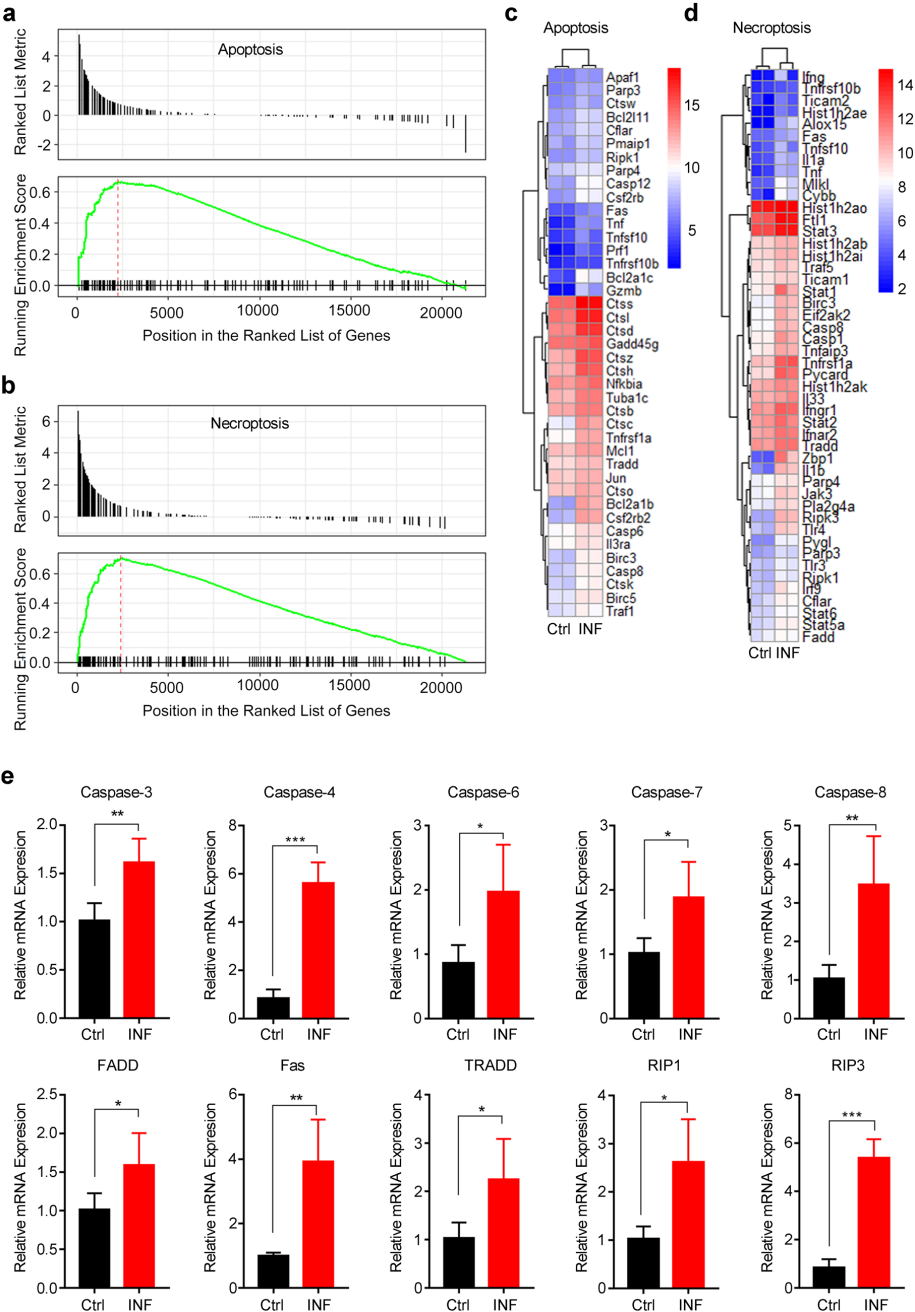
GSEA reveals the occurrence of apoptosis and necroptosis in mouse brains upon AC infection. **a**, **b** The brain tissues of normal control and AC-infected mice (*n* = 2 mice/group) were subjected to a gene expression array, and the DEGs between the two groups were further analysed by GSEA, which indicated a significant association of AC infection with apoptosis (**a**), necroptosis (**b**) and signalling pathways. **c**, **d** Heatmap displayed the relative mRNA expression level of apoptosis and necroptosis pathway-related genes enriched in **a**, **b**. **e** The DEGs involved in apoptosis and necroptosis were dramatically upregulated in AC-infected mice (*n* = 4) compared with in normal control mice (*n* = 4). *p < 0.05, **p < 0.01, ***p < 0.001 (student’s *t* test). *AC Angiostrongylus cantonensis*

**Fig. 2:**
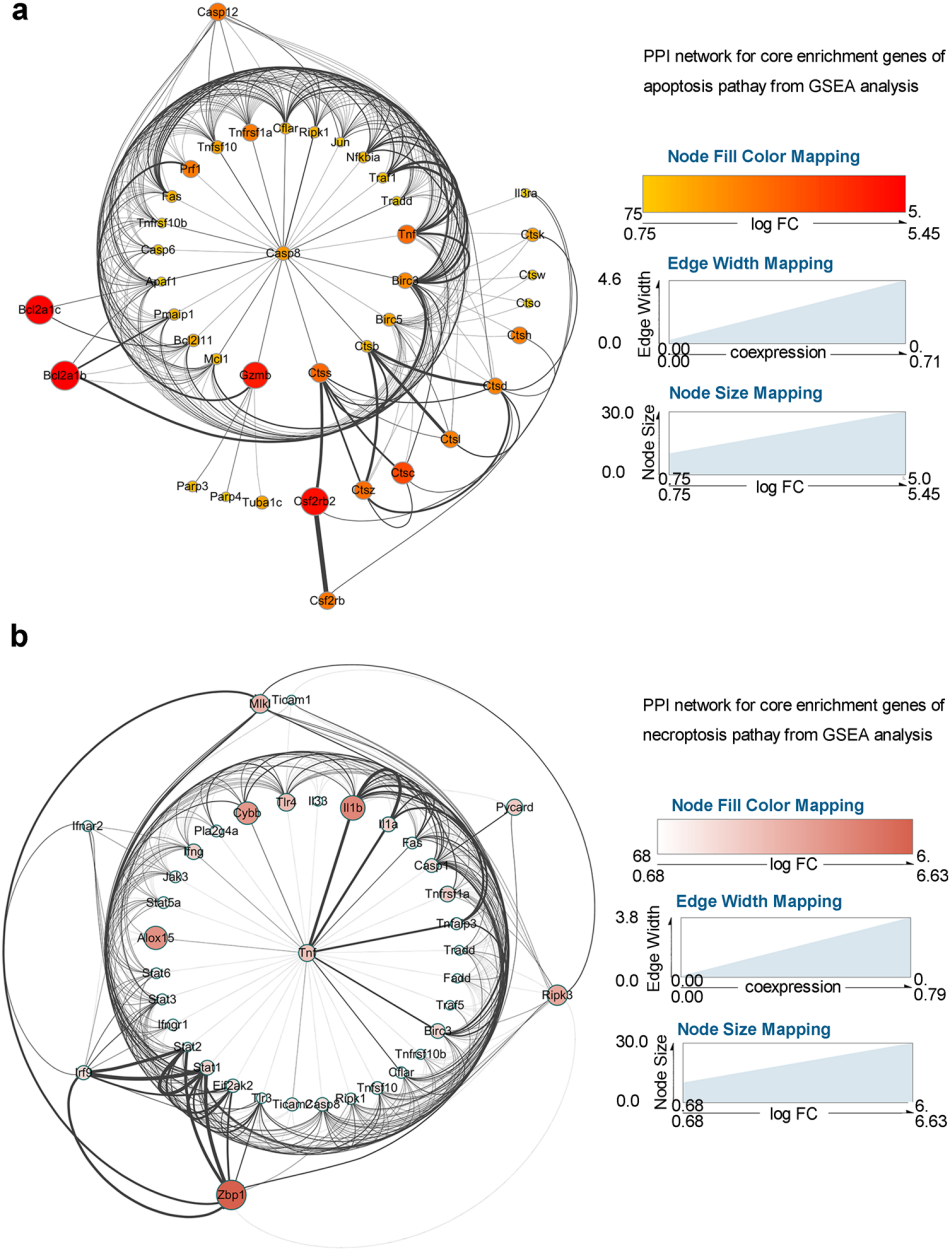
The PPI network for the core enriched genes related to the apoptosis and necroptosis pathways. **a**, **b**. PPI network analysis for the core enriched genes of GSEA (as shown in Fig. 1c, d) showed that caspase-8 and TNF-α were the hub genes for the apoptosis and necroptosis pathways in mouse brains infected by AC, respectively. *AC Angiostrongylus cantonensis*

### TNF-α Induces Apoptosis and Necroptosis During AC Infection

To further investigate whether TNF-α induced apoptosis and necroptosis during AC infection, we conducted a rescue assay in vivo. First, several reported selective inhibitors (Man et al. 2009; Peristeris et al. 1992; Sampaio et al. 1991) of TNF-α (thalidomide, apremilast and acetylcysteine) were tested in our model to evaluate inhibition effects on TNF-α production, among which acetylcysteine (ACE) exhibited the best inhibitory efficacy. Therefore, ACE was chosen as the specific inhibitor of TNF-α in the present study. Next, we divided mice into three groups (normal control: Ctrl; AC infection: INF; AC infection combined with acetylcysteine treatment: ACE), and the mice of INF and ACE groups were infected with AC. Additionally, the mice of ACE and INF groups were separately treated with acetylcysteine and PBS daily (Fig. 3a). Next, the mice of the three groups were sacrificed at 21 days post infection, and brain tissues were collected for haemorrhagic focus observation and pathological and molecular biological analyses. The results illustrated that AC infection caused severe haemorrhage in mouse brain tissues compared with normal control while TNF-α inhibitor treatment could reverse the effect (Fig. 3b), implying that TNF-α inhibitor could reduce the inflammatory response induced by AC. In addition, pathological configuration in the mouse brain displayed more thick meninges and more infiltrated inflammatory cells after AC infection, and these characteristics could be obviously attenuated with ACE treatment (Fig. 3c). To explore whether the cell death of brain cells was simultaneously alleviated, we performed flow cytometry and observed that the number of dead cells in the mouse brains of the ACE group were dramatically decreased compared with that in the INF group (Fig. 3d, e). In line with the above result, the mRNA level of a specific marker for apoptosis and necroptosis was increased after AC infection but could be reversed by ACE treatment (Fig. 3f). Moreover, the levels of critical proteins involved in apoptosis (RIP1 and cleaved caspase-3) and necroptosis (RIP3, pRIP3 and pMLKL) in the mouse brains also displayed the expected change upon AC infection and TNF-α inhibitor treatment, as demonstrated by immunoblotting (Fig. 3g). Hence, TNF-α was confirmed to induce the apoptosis and necroptosis caused by AC.

**Fig. 3:**
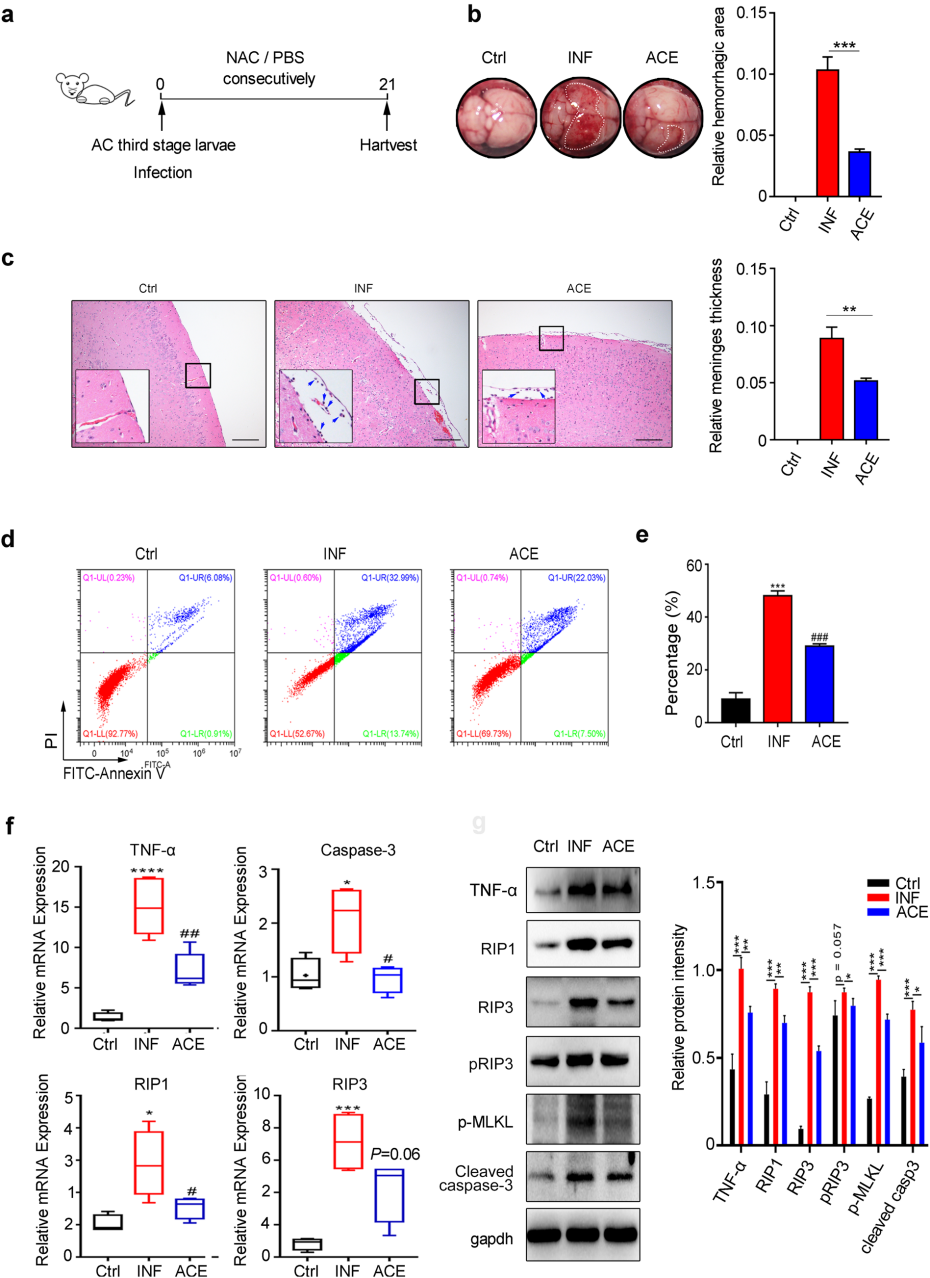
Inhibition of TNF-α alleviates the inflammation and cell death of mouse brains with AC infections. **a** Mice (*n* = 4 per group) were consecutively administered ACE or PBS after AC infection. **b** Representative images of brain tissues in mice from three groups (left) and quantitative analysis for relative haemorrhagic surface area (right). **c** Pathological morphology of brain tissues was evaluated by H&E staining (left) and quantitative analysis for relative meninges thickness in H&E staining (right). **d** Flow cytometry analysis was used to analyse the cell death of mouse brains. **e** Percentage of dead cells showed in **d**. **f** mRNA levels of TNF-α, RIP1, RIP3 and Caspase-3 were detected after ACE treatment (*n* = 4 mice/group). **g** Protein levels of RIP1, RIP3, pRIP3, pMLKL and cleaved caspase-3 in mouse brains of the three groups were examined by western blot (left) and quantitative analysis for protein intensity (right, normalized to GAPDH). *ACE* acetylcysteine. *p < 0.05, ***p < 0.001. ****p < 0.0001 compared to the Ctrl group, #*p* < 0.05, ##*p* < 0.01 compared to the INF group (student’s *t* test)

### TNF-α Triggers RIP1/FADD/Caspase-8-Mediated Apoptosis of Astrocytes During AC Infection

TNF-α acts as a pro-inflammatory cytokine that regulates various signalling pathways such as inflammation (Zelova and Hosek 2013), apoptosis (Naimi et al. 2018) and necroptosis (Gunther et al. 2011). As described above, TNF-α induced apoptosis in mouse brains with AC infections. To demonstrate the specific molecular basis of TNF-α regulating apoptosis in this study, we first detected the transcript level of TNF-α using RT-qPCR, and the result showed that AC-infected mouse brain tissues exhibited a much higher TNF-α mRNA level than normal control mice (Fig. 4a). We further performed immunofluorescence with an antibody against TNF-α in the brain parenchyma and hippocampus of mice infected by AC and normal control mice to check the protein expression level of TNF-α. Not unexpectedly, the fluorescence signal in the AC-infected mouse brain parenchyma and hippocampus was significantly enhanced compared with that in the normal control mouse brain (Fig. 4b), indicating that the TNF-α protein was upregulated upon AC infection. TNF-α could induce pathological and physiological apoptosis by activating various downstream genes, including RIP1, FADD and caspase-8. To identify the specific TNF-α signalling pathway triggering apoptosis in our study, immunoblotting was conducted to detect the expression level of downstream genes of TNF-α, and we found that the grey value of TNF-α (25 kD and 28 kD), RIP1 and cleaved caspase-8 (18 kD and 43 kD) substantially accumulated during AC infection, while for total caspase-8, no significant change was observed (Fig. 4c). Furthermore, density analysis for western blot in Fig. 4c revealed that the protein levels of RIP1, TNF-α and cleaved caspase-8 (43 kD and 18 kD) markedly increased (Fig. 4d-g), of which, RIP1 was enhanced fourfold, indicating that RIP1 could be the main regulator of apoptosis in our study. RIP1 was reported to interact with FADD and caspase-8 under TNF-α stimulation to induce cell apoptosis (Zheng et al. 2016). To confirm whether the TNF-α/RIP1/FADD/caspase-8 signalling pathway was involved in cell apoptosis in our disease model, we performed co-immunoprecipitation using an anti-RIP1 antibody and an IgG control antibody for the lysates of the whole-brain tissues from AC-infected mice and normal control mice. With an immunoblotting analysis for the precipitated complex, RIP1 was found to interact directly with FADD and caspase-8 instead of RIP3; moreover, the interaction between RIP1 and caspase-8 was heightened after AC infection (Fig. 4h), which indicated that TNF-α induced cell apoptosis in our study by activating the RIP1/FADD/caspase-8 pathway. As reported, Caspase-8 functioned in apoptosis progression through Cleaved caspase-3 (executioner of apoptosis), and thus, cleaved caspase-3 is usually selected as the specific marker for apoptosis (Zheng et al. 2016). Next, to determine the specific cell type during apoptosis in mouse brains with AC infections, we carried out immunofluorescence in the mouse brain parenchyma and hippocampus with an anti-cleaved caspase-3 antibody and an antibody against a specific cell marker such as GFAP (specific marker for astrocytes) to track a specific cell type in brain tissue. The results show that only GFAP could be co-localized with cleaved caspase-3 and that the co-localization between GFAP and cleaved caspase-3 was elevated during AC infection (Fig. 4i), indicating that astrocytes were the main cell type undergoing apoptosis in mouse brains after infection with AC. Moreover, we also examined the apoptosis of other cerebral cells like neurons (Fig. 4j) but failed to observe any significant co-localization of cleaved caspase-3 and NeuN, as shown in Fig. 4j, suggesting that no obvious apoptosis occurred in neurons upon AC infection in mice. Altogether, TNF-α elicited RIP1/FADD/caspase-8-mediated apoptosis of astrocytes upon AC infection.

**Fig. 4:**
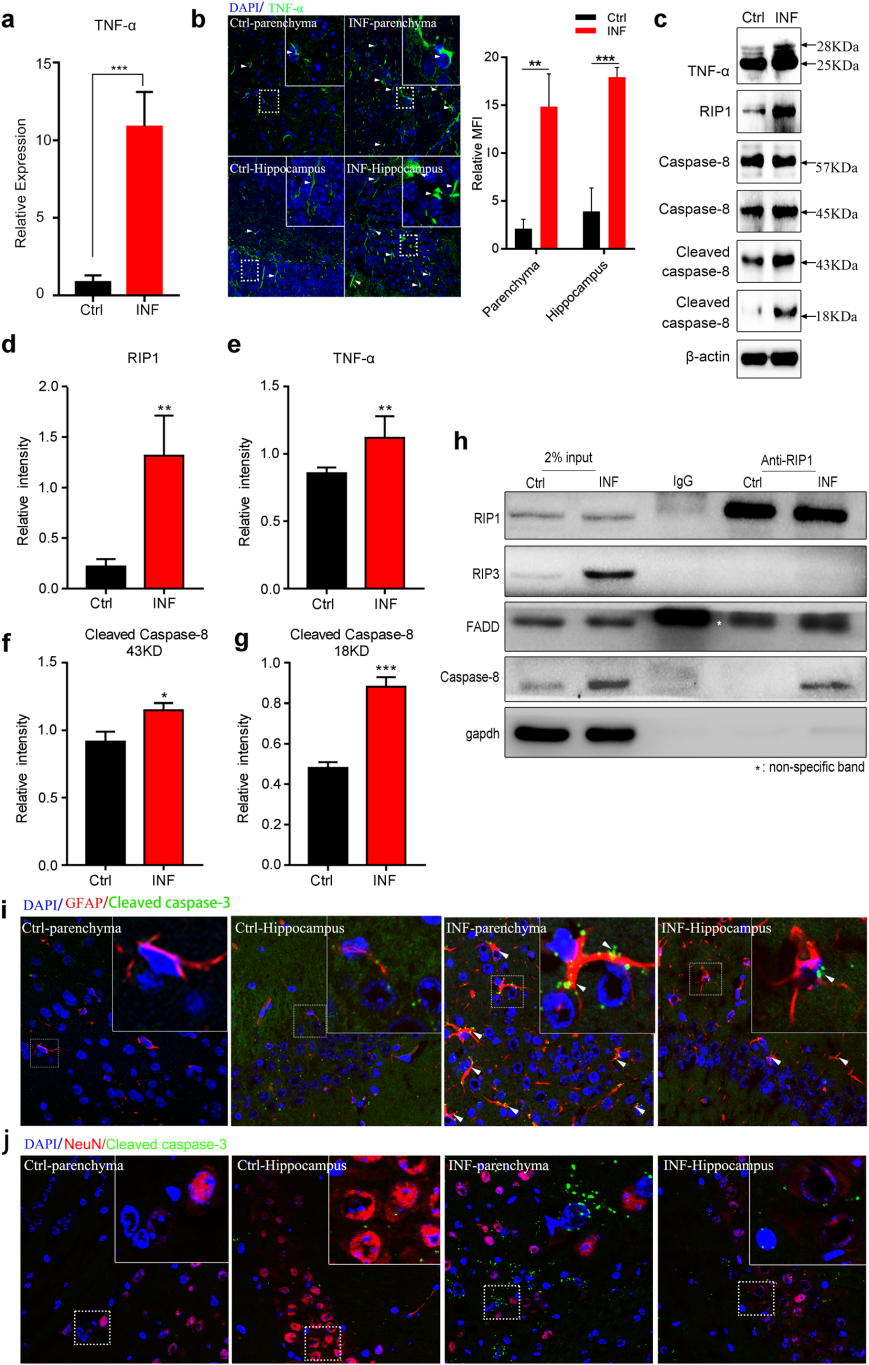
TNF-α triggers RIP1/FADD/caspase-8-mediated apoptosis of astrocytes in mouse brains with AC infection. **a** Relative mRNA level of TNF-α in mouse brains upon AC infection was significantly higher than that in the control group. **b** TNF-α protein expression level in the mouse brain post infection was remarkably elevated, as revealed by immunofluorescence (left) and relative mean fluorescence intensity (MFI, right). **c** The lysates of brain tissues from normal control mice or mice post infection were subjected to western blot to determine the protein levels of genes related to the apoptosis signalling pathway (TNF-α, RIP1, caspase-8 and cleaved caspase-8). **d**–**g** The protein expression levels in **c** were quantified via density analysis. **h** Mice were infected by AC for 21 days and then the lysates of mouse brain tissues were immunoprecipitated with an anti-RIP1 antibody or an IgG antibody and the precipitated complexes were separately analysed by immunoblotting with antibodies against RIP1, RIP3, FADD, caspase-8 and GAPDH. **i** Cleaved caspase-3 and GFAP (specific marker of astrocytes) were co-localized, as shown by immunofluorescence. **j** Cleaved caspase-3 and NeuN (specific marker of neurons) showed no co-localization, as shown by immunofluorescence. *p < 0.05, **p < 0.01, ***p < 0.001 (student’s *t* test). *AC Angiostrongylus cantonensis*, *Ctrl* normal control, *INF* infected by *Angiostrongylus cantonensis*

### TNF-α Triggers RIP3/MLKL-Mediated Necroptosis of Neurons Upon AC Infection

In addition to apoptosis, TNF-α additionally induced necroptosis in this study. The signalling pathway involved in necroptosis comprises diverse critical proteins, including CYLD, RIP3, pRIP3 and pMLKL. To verify the existence of necroptosis in our model, we first checked whether the protein levels of these critical proteins related to necroptosis varied in the AC infection group compared with that in the normal control group. With immunoblotting analysis, we found that the grey value of RIP3, pRIP3 and pMLKL was much more intensive in the brain tissues of AC-infected mice than those of normal control (Fig. 5a). Quantitative analysis for the western blot in Fig. 5a revealed that AC infection could significantly elevate the protein levels of RIP3, pRIP3 and pMLKL, but not that of CYLD (Fig. 5b–e). As reported previously, the RIP1/RIP3/MLKL complex was involved in the necroptosis induced by TNF-α (Hu et al. 2020). To explore whether TNF-α induced necroptosis through the same mechanism in our study, a co-immunoprecipitation assay was performed with an anti-RIP3 antibody and an IgG antibody followed by immunoblotting analysis for the precipitated complex. Unexpectedly, the result delineated that RIP3 could bind to MLKL but to neither RIP1 nor FADD (Fig. 5f–g), which was distinct from the reported signalling pathway of necroptosis induced by TNF-α in a reported model. Moreover, to confirm the specific cell type under necroptosis in mouse brains upon AC infections, we implemented immunofluorescence in the mouse brain parenchyma and hippocampus with antibodies against RIP3 (specific marker for necroptosis) and NeuN (specific marker for neurons) to track a specific cell type in brain tissues. We found that NeuN was overlapped with RIP3 and that the co-localization of NeuN and RIP3 was absent in normal control mouse brain tissues (Fig. 5h), indicating that neurons were undergoing necroptosis in mouse brain tissues. Moreover, we also checked the necroptosis of other non-neuronal cells like astrocytes (Fig. 5i) but failed to find any co-localization between RIP3 and GFAP, indicating that no necroptosis occurred in astrocytes upon AC infection. The above results indicate that TNF-α elicited RIP3/MLKL-mediated necroptosis of neurons in our study.

**Fig. 5:**
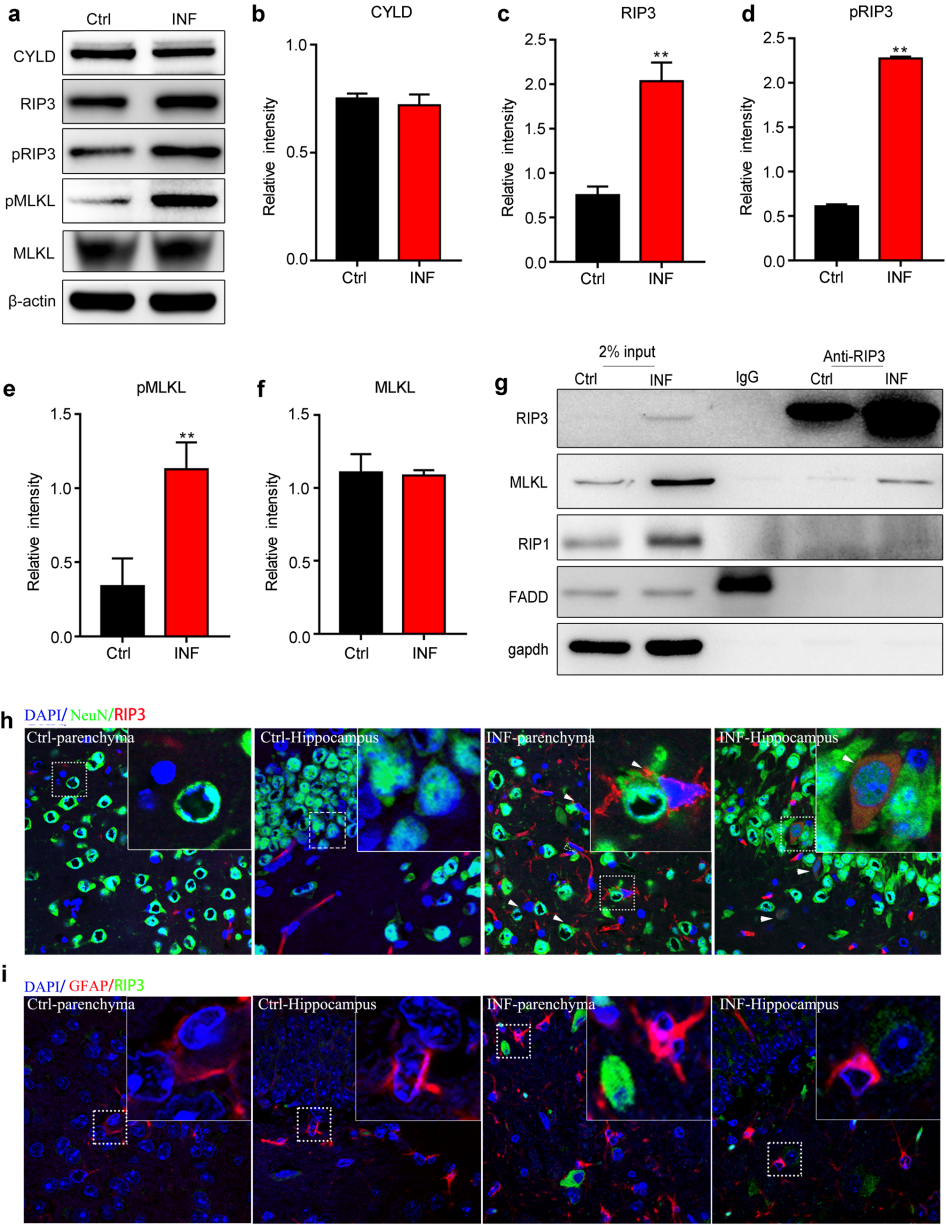
TNF-α triggers RIP3/MLKL-mediated necroptosis of neurons in mouse brains infected by AC. **a** The lysates of brain tissues from normal control mice or mice post infection were subjected to western blot to determine the protein levels of genes related to the necroptosis pathway (RIP3, pRIP3, CYLD and pMLKL). **b**–**f** The protein levels in **a** were quantified via density analysis. **g** Mice were infected by AC for 21 days and then the lysates of mouse brain tissues were immunoprecipitated with an anti-RIP3 antibody or an IgG antibody, and the precipitated complexes were separately analysed by immunoblotting with antibodies against RIP3, MLKL, RIP1, FADD and GAPDH, respectively. **h** RIP3 (specific marker of necroptosis) was co-localized with NeuN (specific marker of neurons), as displayed by immunofluorescence. **i** RIP3 (specific marker of necroptosis) exhibited no co-localization with GFAP (specific marker of neurons), as showed by immunofluorescence. *p < 0.05, **p < 0.01, ***p < 0.001 (student’s *t* test). *AC Angiostrongylus cantonensis*, *Ctrl* normal control, *INF* infected by *Angiostrongylus cantonensis*

### TNF-α Secreted by Microglia Promotes Necroptosis of Neurons

As reported previously, AC is a sort of parasite that stays in mouse brain tissues and dies to form the LSA that stimulates the brain cells to exert a drastic inflammatory response related to TNF-α (Paouri and Georgopoulos 2019). In this study, TNF-α was confirmed to provoke necroptosis of neurons during AC infection. However, the cell type in the mouse brain that secreted TNF-α to promote necroptosis of neurons upon AC infection was still unclear. Microglia were the only resident immune cells and the main source of inflammatory cytokines in mouse brain (Hansen et al. 2018). Thus, we surmised that microglia likely secreted TNF-α upon LSA stimulation. To verify our conjecture, we treated mouse microglia (N9 cell line) in vitro with TNF-α (10 ng/ml, as a positive control) and LSA (50 μg/ml, prepared under aseptic conditions) for 4 and 24 h to detect the expression level of TNF-α. With RT-qPCR, we found that the mRNA level of TNF-α was upregulated by 4.5-fold and ninefold at 4 and 24 h after LSA treatment (Fig. 6a). Simultaneously, the protein level of TNF-α was significantly boosted (Fig. 6b–c) as exhibited by flow cytometry. Next, we continued to explore whether necroptosis of neurons was directly induced by LSA from dead parasites or TNF-α secreted by activated microglia. First, mouse neurons (HT22 cell line) were treated by LSA (50 μg/ml) for 4 and 24 h in vitro but failed to provoke a notable upregulation of genes involved in cell death, indicating that LSA could not directly induce the cell death of neurons in our model (Fig. 6d). However, when HT22 cells were stimulated with TNF-α (10 ng/ml) for 4 h, more dead neurons were observed in the treated group (Fig. 6e) than in the normal control group (7.8% vs 4.44%). In addition, when we treated HT22 cells with TNF-α combined with Z-VAD (inhibitor of caspase family), the cell death of neurons was more pronounced (Fig. 6e) than with TNF-α treatment (43.54% vs 7.8%), revealing that TNF-α could elicit necroptosis of neurons but not apoptosis. Taken together, these results demonstrate that AC infection led to TNF-α secretion by activated microglia to mediate necroptosis of neurons.

**Fig. 6:**
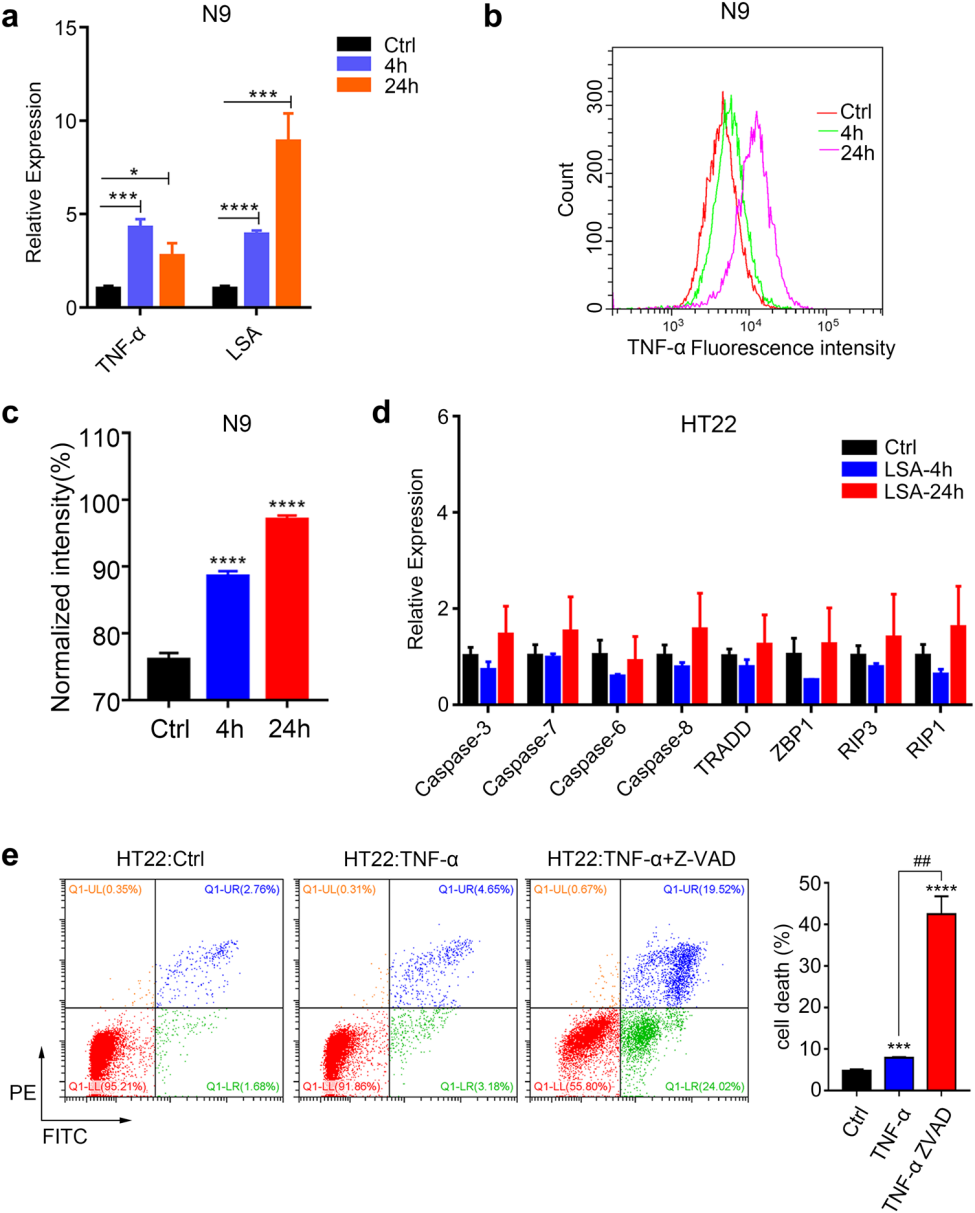
TNF-α secreted by microglia promotes necroptosis of neurons. **a** The transcription level of TNF-α in the N9 cell line treated with TNF-α or LSA was much higher than that in control cells. **b** The protein level of TNF-α in the N9 cell line treated with LSA was significantly higher than that in the control group, as shown by flow cytometry. **c** Quantitative result of **b** showed the protein level of TNF-α in N9. **d** The mRNA expression levels of genes related to apoptosis and necroptosis in the mouse hippocampus neuron cell line HT22 treated with LSA for 4 or 24 h showed no significant change compared to that in control cells, as exhibited by RT-qPCR. **e** The cell death of the HT22 cell line treated with TNF-α or TNF-α combined with Z-VAD (inhibitor for caspases) was analysed by flow cytometry with triple independent repeats. *p < 0.05, ***p < 0.001, ****p < 0.0001 (student’s *t* test). *LSA* larvae soluble antigen

## Discussion

Programmed cell death such as apoptosis, necroptosis and autophagy of brain cells plays a pivotal role in neurodegenerative diseases such as Alzheimer's disease, Parkinson's disease, Huntington's disease and irreversible neurological impairment caused by parasitic infection (Yu and He 2016; Yuan et al. 2019). For non-parasitic neurodegenerative disease, the underlying mechanism of cell death in the brain has been well studied. For example, apoptosis of neurons during Alzheimer's disease progression could be induced by PGD2 which stimulated expression of BIK and suppressed expression of ARRB1 (Guo et al. 2017). Neuron autophagy in Parkinson's disease could be regulated by MIR-124 targeting Bim (Wang et al. 2016) while apoptosis of neurons in Huntington's disease was induced by NMDAR-mediated excitotoxicity (Fernandes et al. 2007). As has been reported, an AC infection could cause neurodegenerative symptoms in a mouse model (Ji et al. 2017), and in our previous study, we fully confirmed that AC could induce apoptosis and necroptosis of mouse brain cells (Mengying et al. 2017). However, to date, there are no studies elucidating the specific molecular basis.

In this study, we intended to explore the explicit mechanisms of apoptosis and necroptosis in the mouse brain during AC infection. To this end, we first performed GSEA and PPI network construction analysis on the expression profile of mouse brains with or without AC infection and finally identified TNF-α as the hub gene in the regulatory network of apoptosis and necroptosis; these results imply that TNF-α likely plays a central role in the cell death of mouse brain cells with AC infection. To validate this conjecture, we conducted a rescue assay in vivo*,* and the result indicated that TNF-α was upregulated after AC infection, which is concordant with the results of a previous study (Chen and Lai 2007), and was downregulated after acetylcysteine treatment. Accordingly, inhibition of TNF-α could reverse the effect of AC infection on inflammation and cell death in the mouse brain, which verified that TNF-α induced apoptosis and necroptosis during AC infection.

Next, we aimed to further explore the concrete molecular network underlying TNF-α-induced apoptosis and necroptosis in our study. For TNF-α-induced apoptosis, many studies have demonstrated that the downstream signalling pathway was mainly the RIP1/FADD/Caspase-8 axis which was characterized by the formation of the RIP1/FADD/Caspase-8 complex by cleaving Caspase-8 and then activating Caspase-3 to execute apoptosis (Abhari et al. 2013; Hu et al. 2020; Ikner and Ashkenazi 2011; Long et al. 2019). Therefore, we first investigated whether the same signalling axis was involved in the apoptosis observed in our model. With a co-immunoprecipitation assay for mouse brain tissues, we found that in this study, RIP1 could directly bind to FADD and Caspase-8 to form a complex, which was in line with the previously reported signalling axis (Abhari et al. 2013; Hu et al. 2020; Ikner and Ashkenazi 2011; Long et al. 2019). Furthermore, the interaction between RIP1 and FADD/Caspase-8 was notably enhanced after AC infection. In addition, we performed immunofluorescence to identify astrocytes undergoing apoptosis and this was similar to the outcome of astrocytes in rats infected with AC (Zhou et al. 2019). For TNF-α-induced necroptosis, previous studies indicated that the downstream signalling axis was the RIP1/RIP3/MLKL pathway characterized by the formation of the RIP1/RIP3/MLKL complex (Wang et al. 2019; Zhang et al. 2018). To elucidate the specific signalling pathway regulated by TNF-α in our study, we also conducted co-immunoprecipitation using mouse brain tissues and unexpectedly discovered that RIP3 merely bound to MLKL, which was distinct from the canonical signalling axis described above. Similarly, the RIP3/MLKL complex was also discovered to be involved in necroptosis due to murine cytomegalovirus and influenza A virus infections (Thapa et al. 2016; Upton et al. 2019); in the absence of RIPK1, RIP3/MLKL triggers necroptosis of cells induced by IFNs (Ingram et al. 2019; Upton et al. 2019). Thus, we speculate that there should be some similar mechanism leading to necroptosis between parasite and virus infections. Finally, we confirmed necroptosis of neurons induced by AC via immunofluorescence. Although through the in vivo experiments above, we generally could draw the conclusion that TNF-α drove apoptosis of astrocytes and necroptosis of neurons after AC infection, inclusion of another group of mice treated with TNF-α inhibitor will better confirm this conclusion.

As a pro-inflammatory cytokine, TNF-α is mainly secreted by cells involved in the inflammatory response, including macrophages, natural killer (NK) cells, and lymphocytes (Wang et al. 2012, 2018). As is known, in brain tissue, microglia act as the sole resident immune cell, thus, we surmised that the high level of TNF-α was produced by microglia upon AC infection. To verify this assumption, we performed an in vitro assay to stimulate N9 (mouse microglia cell line) with LSA, and the result confirmed that AC infection could induce microglia to secret TNF-α. Recently, microglial TNF-α was reported to be elevated under pathological conditions, which was in concordance with our results (Borrajo et al. 2014; Lewitus et al. 2016). However, the increased microglial TNF-α had diverse functions, including suppressing neuronal plasticity (Lewitus et al. 2016) and mediating dopaminergic degeneration. Dissimilarly, in this study, upregulation of microglial TNF-α could induce RIP3/MLKL-mediated necroptosis of neurons, which expanded our knowledge of the role of microglia.

## Conclusion

In summary, the present study first illustrated that the TNF-α secreted by microglia during AC infection induced RIP1/FADD/caspase-8-mediated apoptosis of astrocytes and RIP3/MLKL-mediated necroptosis of neurons. Our research comprehensively elucidated the mechanism of cell death after AC infection and provided new insight into targeting TNF-α signalling for therapeutic strategies during CNS injury.

## Data Availability

The data supporting the conclusions of this article are included within the article and its additional files.

## Abbreviations

AC: *Angiostrongylus cantonensis*
ACE: Acetylcysteine
BCA: Bicinchoninic acid
CNS: Central nervous system
Ctrl: Normal control
DEGs: Differentially expressed genes
dpi: Days post infection
ECL: Enhanced chemiluminescence
GSEA: Gene set enrichment analysis
INF: Infected by *Angiostrongylus cantonensis*
LSA: Larvae soluble antigen
MS: Mass spectrometry
PFA: Paraformaldehyde
PPI: Protein–protein interaction
RIP3: Receptor interacting kinase protein3
RT-qPCR: Quantitative reverse transcription-polymerase chain reaction
TNF-α: Tumour necrosis factor-α

How the deposited data were processed for this re-analysis (not part of the article)

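Gene expression was measured in whole brains of 4 female BALB/c mice, 2 normal control mice (Ctrl) and 2 mice infected with 20 AC larvae and killed at 21 days (INF), on 1-colour Agilent arrays with 1 array per mouse. The paper describes 12 mice in 3 groups, and the sources used here do not say whether the array mice were among them. RNA was extracted with a mirVana kit according to the sample descriptions. The other experiments of the paper (RT-qPCR, western blot, co-immunoprecipitation, immunofluorescence, the acetylcysteine group and the cell lines) were not analysed here.

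The authors deposited, for each spot, the processed intensity from Agilent's Feature Extraction software, which had subtracted the background and corrected trends across the array, together with the raw median intensity of the spot and of its local background and marks for outlier, saturated and background-level spots. These values were not scaled between arrays. The authors also deposited a table of log2 values for the same arrays. Its scale is stated nowhere in the sources used here and was found by comparison. Each column correlated at over 0.9999 with the log2 processed intensity of its array, the medians of the columns were 7.77 each to 2 decimals, and their quantiles were nearly but not exactly equal, so the values were taken to be log2, quantile normalized and not centred for each gene. The software used for that step is not given in the sources used here.

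The log2 of the processed intensity minus the array's 75th percentile was used. Control spots and outlier spots were left out, spots of 1 probe were averaged, and a probe was kept when it was well above background on at least 2 of the 4 arrays, which 32771 probes were. Probes were named through RefSeq accessions in a table of assembly GRCm38.p6, which matched 26918 of 41174 probes to 18350 genes. Other probes kept the name on the array. The array was designed on another build, so no coordinates are given. Of the 24880 genes and targets tested, 15586 had a symbol. INF was compared with Ctrl by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2 residual and 2.24 prior degrees of freedom) with Benjamini-Hochberg adjustment, and DEGs were taken at an adjusted p under 0.05. GSEA was run with fgsea 1.28.0 on the log2 fold changes, with Reactome sets of 10 to 500 genes. Marker lists were tested with limma's camera at a correlation of 0.01 between genes.

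The comparison was tested on simulated arrays in which each gene had the spread that limma estimated and varied independently of the others. With 200 of 24880 genes changed, 0% were recovered at a log2 fold change of 1, 97.0% at 2 and 97.5% at 3. With 4000 genes changed, 92.7% were recovered at 1 and 98.9% or more at larger changes. Among the unchanged genes there were 1, 15 and 17 calls at these changes with 200 genes changed, and 168 to 182 with 4000. With no gene changed there were 0 calls by limma. Genes that vary together between mice were not simulated, so these counts cannot give the rate of false calls on the real arrays.

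The following choices were made before the data were examined: the grouping, the tests, the alternatives to them and the rule for the genes named. Named are the genes the paper measures or names in the brain; of the genes of Fig. 1c and 1d, the 3 largest and 3 smallest changes and each gene not higher, not a DEG or not measured; the 5 largest increases and decreases among DEGs whose groups do not overlap; the largest and smallest change of each marker list; and the first 5 genes of each leading edge of a cell death set. The genes of the paper were known from its text and figures. The lists written before were those of apoptosis, necroptosis, microglia, macrophages and monocytes, eosinophils, neutrophils, T cells, cytotoxic and NK cells, Th2 cytokines and regulators, B and plasma cells, dendritic cells, astrocytes, reactive astrocytes, neurons, oligodendrocytes, endothelium, erythroid cells, choroid plexus, interferon-gamma response and type I interferon response. Lists of hypothalamic peptides, striatal genes and neuronal activity genes were chosen after the values had been seen.

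The alternatives were quantile normalization, the authors' deposited log2 values, no filter or a stricter filter on dim probes, the mean of a gene's probes, the replicate number as a block, limma-trend with robust eBayes, leaving out each mouse, the methods' t-test, a minimum fold change, ranking by the moderated statistic, and camera with estimated correlation or fry. Background correction by normexp with an offset of 50 was planned on the mean spot intensity, which the deposited data do not hold, and was run on the median spot intensity instead, chosen after the data had been seen. All arrays shared 1 slide and 1 scan, so neither could be used as a block, and the place of an array on the slide follows its group. The precision is limited by the number of arrays.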

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

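The tests of explanations below were chosen after the results had been seen, while the marker lists and their comparison between groups were planned.

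The largest increases in the brains of INF mice were in genes that the paper does not report on, and they stand here because their signal lay far above that of the Ctrl mice. Chil3 rose by 13.06 on the log2 scale (standard error 0.35, adjusted p = 0.00188 in limma). Ccl8 rose by 12.14 (adjusted p = 0.00131), Retnla by 11.39 (0.00229) and Rnase2a by 10.95 (0.00131). Saa3 was not well above background in Ctrl and was at least 548-fold higher in INF (0.00188). Both INF mice lay above both Ctrl mice in each of these genes. Without Ctrl replicate 1 the lowest adjusted p of any gene was 0.0509 and without Ctrl replicate 2 it was 0.0556, so none of the 5 genes passed then, while with each mouse left out in turn the log2 fold change of Chil3 stayed between 12.62 and 13.49.

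The list of macrophage and monocyte genes was noted for the same reason. Its median log2 fold change was 5.92, all 12 genes were DEGs, from Ly6c2 (1.47) to Chil3, and camera gave an adjusted p of 1.06e-14, which fry kept (0.00829) and an estimated correlation did not (0.305). The eosinophil list had a median of 3.60 over 7 tested genes (2.84 with genes at background in Ctrl at their bound), with 6 DEGs and adjusted p-values of 9.70e-07 for camera, 0.0115 for fry and 0.305 with the estimated correlation. Its genes are dim, so that the median was 1.51 under normexp and no gene of the list was left under the stricter filter on dim probes. Its largest change was in Ear1 (6.16, adjusted p = 0.0261) and its smallest in Ccr3 (2.54, adjusted p = 0.00268). No gene of either list stands in another list and 1 eosinophil gene, Alox15, stands in Fig. 1d. In Ctrl, 3 of the 12 macrophage genes and 3 of the 7 eosinophil genes were not well above background. A difference in scaling between arrays was argued against, since under quantile normalization the macrophage median was 5.92 and over 12 settings it ran from 4.91 to 6.37, with the median of all genes at -0.14. More resident microglia as the whole cause was argued against by the microglia list, whose median was 0.77 over 12 genes, with 5 DEGs, from P2ry13 (-0.04) to Aif1 (2.11); its camera adjusted p was 8.10e-05, that of fry 0.0638 and that with the estimated correlation 0.323. Over the settings the median of the microglia list ran from 0.48 to 0.90. P2ry13 had the other sign without Ctrl replicate 2 (0.14) or INF replicate 2 (0.14). Microglia that had changed their state and lost such genes stay open. RNA of leukocytes that had entered the brain may explain the pattern, since the neutrophil list rose as well, with a median of 4.15 over 7 genes (3.43 with bounds), 5 DEGs, the largest change in Retnlg (7.41, adjusted p = 0.00662) and the smallest in Mpo, which was lower in both INF mice (-0.36, adjusted p = 0.113); its camera adjusted p was 8.98e-05, that of fry 0.0176 and that with the estimated correlation 0.318. The size of that rise depends on how dim probes are treated, since the median was 2.10 over 10 genes without a filter on dim probes and 1.73 under normexp. The abundant macrophage gene Lyz2 went from -3.76 and -4.53 in Ctrl to 1.83 and 1.81 in INF. More blood left in the vessels of INF mice as the whole cause was argued against by the erythroid list, whose median was -2.10 over 4 genes, all lower in both INF mice, with 3 DEGs that fell, from Alas2 (-2.18) to Slc4a1 (-0.26); over the settings it ran from -2.37 to -1.82. Its adjusted p was 0.0158 for camera (0.0674 without a filter on dim probes), 0.0553 for fry and 0.383 with the estimated correlation. A change in the make-up of the blood, with more leukocytes in it, was not tested and stays open. Induction of such genes in brain cells by the infection stays open and untested as well.

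The lists of interferon responses rose without the paper reporting on them. The median log2 fold change was 3.75 for the type I interferon list, with 15 of 16 genes DEGs, from Cmpk2 (0.52) to Oas2 (5.17), and camera and fry adjusted p-values of 1.45e-12 and 0.0379. It was 3.81 for the interferon-gamma list, with 10 of 19 genes DEGs, from Ido1 (-1.03, adjusted p = 0.351) to Cxcl10 (6.18, adjusted p = 0.0294), and adjusted p-values of 3.08e-09 and 0.0874. The estimated correlation gave 0.318 and 0.323. Without Ctrl replicate 2 the change of Ido1 was 0.00503, and Cxcl10 was no DEG without INF replicate 1 (adjusted p = 0.0628), Ctrl replicate 1 (0.0999) or Ctrl replicate 2 (0.129). The INF mice differed in the interferon-gamma list, where replicate 1 lay above replicate 2 in 18 of 19 genes with a median difference of 2.29, and without INF replicate 1 the median of the list was 2.58. The difference was not limited to that list, since replicate 1 lay above replicate 2 in all 16 genes of the type I list, by a median of 1.03. A difference across the whole array was argued against, since the median of replicate 1 minus replicate 2 over all genes was -0.0171. More T cell RNA in that mouse may contribute, since the T cell list was higher in it by a median of 0.88, in 9 of 10 genes, and the cytotoxic and NK list by 1.35, in 7 of 9. With 1 mouse on each side this rests on a single pair. A different course of the infection in the mice stays open and was not tested, and the place of an array on the slide cannot be told apart from the mouse.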

How the results depend on the processing

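Normexp on the median spot intensity was chosen after the data had been seen, and the other settings here were planned. Normexp on the mean spot intensity was not run, because the deposited data do not hold that value, and no slide or scan block was run, because all arrays shared 1 slide and 1 scan.

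The numbers of DEGs, 2249 higher and 1908 lower, stayed within 1.5 times under quantile normalization (2316 and 2271), the authors' deposited log2 values (2317 and 2270), the mean of a gene's probes (2283 and 2090), the stricter filter on dim probes (1882 and 2423 of 15771 tested) and normexp on the median intensity (2080 and 1563). Without a filter on dim probes there were 1480 and 763 of 32231 tested. The added probes are dim, and the prior degrees of freedom fell to 1.46. Limma-trend with robust eBayes gave 2752 and 2953, and a minimum absolute log2 fold change of 1 left 1594 and 404, by construction. The methods' t-test gave 2752 higher and 4100 lower genes at its own unadjusted threshold, but 3 and 4 after Benjamini-Hochberg, when it called 0 genes of Fig. 1c and 0 of Fig. 1d, against 32 and 39 unadjusted. Apart from the counts with a lower threshold or another test, the cause of these shifts was not tested.

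Leaving out each mouse in turn, the DEGs higher in INF ranged from 0 to 1654 and those lower from 0 to 506. Those of Fig. 1c ranged from 0 to 26, those of Fig. 1d from 0 to 34 and those among the genes the paper names from 0 to 10, against 33, 41 and 11. Each 0 came from limma without Ctrl replicate 1 (3181 higher and 4240 lower genes at an unadjusted p under 0.05) or without Ctrl replicate 2 (3035 and 3894). The spread then comes from the INF mice, which differ from each other by more (SD of their difference across genes 0.429, against 0.366 in Ctrl), and the lone Ctrl mouse is assumed to vary like them. The prior degrees of freedom were also lower, 1.77 against 3.01 without an INF mouse. How much of the fall each accounts for was not tested.

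The replicate numbers are shared by Ctrl and INF, but they belong to 4 different mice. The deviations of replicate 1 from the group means correlated at 0.124 across genes over the 2 pairs. With the replicate block there were 1811 DEGs higher and 989 lower, of which 1707 and 808 were among those without the block, and 30 and 35 in Fig. 1c and 1d. Of the genes named here 8 lost the call and 1 gained it. The block left the log2 fold changes, and so the GSEA, as they were.

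The adjusted p of the Reactome Apoptosis set was 0.0255, ranged from 0.00229 to 0.114 with each mouse left out in turn, and was 0.676 for camera with the estimated correlation and 0.102 for fry. That camera test gave 0.538 for Regulated Necrosis and 0.115 and 0.115 for the apoptosis and necroptosis lists, while fry kept these 3. In the other settings run, all 4 sets were past the threshold in the same direction. Camera called 14 marker lists higher and 2 lower. Without a filter 1 was lower, and the stricter filter left 8 higher, with fewer lists and genes tested. Fry called 10 higher and 1 lower, and camera with the estimated correlation 0 higher and 0 lower. In the oligodendrocyte list, which was never called, the adjusted p ranged from 0.0690 to 0.911 with each mouse left out, and the direction turned without INF replicate 2 (0.898).

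Among 89 genes named here, log2 fold changes with another sign were found only for genes that were no DEGs. With each mouse left out they ranged from -0.10 to 0.42 for Actb, -0.0195 to 0.13 for Cldn11, -2.07 to 0.00503 for Ido1, -0.23 to 0.14 for P2ry13 and -0.29 to 0.10 for Slc4a4, and Tuba1c had 1.69 with the mean of its probes. Of the remaining comparisons of a named gene with a setting, 839 kept direction and call, 159 lost the call, of which 56 came without Ctrl replicate 1 and 56 without Ctrl replicate 2, and 33 gained it. Signal over background limits Tnf, Gzmb, Prf1, Il1a, Alox15 and Hist1h2ae to lower bounds and keeps Ifng and Ticam2 out of the test.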

Differences from the paper's values

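Normexp on the median spot intensity was chosen after the data had been seen, and the other settings named below were set before the data were examined.

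The smallest log2 fold change among the apoptosis core genes is about 0.75 on the colour scale of Fig. 2a, read by eye, and was -0.41 here, for Tuba1c. With the mean of a gene's probes the smallest was 0.67, for Gadd45g, which lies within the error of the paper's value. Under quantile normalization, the authors' deposited log2 values, no filter, the stricter filter on dim probes, the replicate block, limma-trend with robust eBayes and each mouse left out in turn, it stayed below the paper's value. The same held for normexp on the median intensity (-0.40), chosen after the values had been seen. The largest log2 fold change of Fig. 2a is about 5.5, read by eye, and was 5.44 here, but 5.00 without INF replicate 1, 5.91 without INF replicate 2 and 4.84 under normexp. The range of Fig. 2b matches the one from the authors' deposited log2 values, 0.68 to 6.63, where the intensities gave 0.63 to 6.67. Its largest value differed under the stricter filter on dim probes (3.98) and without INF replicate 2 (7.63), and both ends differed without INF replicate 1 (0.37 and 5.71) and under normexp (0.33 and 4.62).

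The paper counts 41 and 48 upregulated core genes. Of those listed in Fig. 1c, 40 of 41 were higher in INF, and of those in Fig. 1d all 46 tested were. With the mean of a gene's probes all 41 were higher, and without a filter on dim probes all 48 were, Ifng and Ticam2 included. The genes that were no DEGs in limma are called under some settings. Mcl1 is called under quantile normalization (adjusted p = 0.0336), the authors' deposited log2 values (0.0336), the stricter filter (0.0239), the mean of its probes (0.0163), limma-trend with robust eBayes (0.0187) and normexp (0.0377), Gadd45g under the stricter filter (0.0444) and limma-trend (0.0417), Traf1 under these (0.0374 and 0.0424) and normexp (0.0407), Pmaip1 under the replicate block (0.0302) and limma-trend (0.0328), Tnfsf10 (0.0204) and Traf5 (0.0471) without INF replicate 2, and Tuba1c as higher under the mean of its probes (0.00769) but as lower under the stricter filter (0.0409) and limma-trend (0.0322). Normexp, chosen after the values had been seen, called 33 genes of Fig. 1c and 40 of Fig. 1d, against 33 and 41. Ctsw, Tnfrsf10b, Stat2 and Il33 were called under none of the limma settings. Adjusted over the list alone, 39 genes of Fig. 1c and 45 of Fig. 1d passed. Other settings called fewer, with 25 and 31 without a filter on dim probes, 32 and 32 under the stricter filter, which tests fewer genes, and 30 and 35 under the replicate block. With a mouse left out the numbers were 22 and 29 without INF replicate 1, 26 and 34 without INF replicate 2, and 0 in limma without either Ctrl mouse, where 3181 genes (without replicate 1) and 3035 (without replicate 2) were higher at an unadjusted p under 0.05.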

Other observations

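The tests of explanations below and the lists of hypothalamic peptides, striatal genes and neuronal activity genes were chosen after the results had been seen, while the other lists were planned.

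The increase of the core genes of Fig. 1c and 1d was set against changes in the cells that make up the tissue. A lower share of neuronal RNA as the whole cause would raise the genes of every other brain cell alike. This was argued against, since the oligodendrocyte list had a median log2 fold change of -0.15 (10 genes, no DEG in limma, camera adjusted p = 0.468, fry 0.394), from Opalin (-0.80) to Cldn11 (0.06), and the astrocyte list one of 0.41 (12 genes, 4 DEGs, camera adjusted p = 4.80e-04, fry 0.0192), from Slc4a4 (-0.09) to Aqp4 (1.25), while the core genes had medians of 1.78 and 1.62. The sign of Cldn11 turned without INF replicate 1 and that of Slc4a4 without Ctrl replicate 2. RNA of leukocytes that had entered the brain may account for a part of the increase, since the macrophage and monocyte list rose by a median of 5.92. Of the 75 tested core genes 4 stand in a leukocyte or interferon list. These are short marker lists, so the overlap cannot show how many core genes leukocytes express. Whether brain cells raised the core genes themselves was not tested and stays open.

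Lists of other cells moved as follows, with adjusted p-values from camera and then from fry; with the estimated correlation none passed. Reactive astrocyte genes rose by a median of 3.53 (11 genes, 10 DEGs, 2.48e-12 and 0.0176), the smallest in Hspb1 (2.16, adjusted p = 0.0669) and the largest in Lcn2, which was not well above background in Ctrl and at least 135-fold higher. T cell genes had a median of 0.95 (10 genes, 3 DEGs, 0.00309 and 0.113), from Cd6 (-0.42) to Cd3d (at least 15.8-fold higher), and under the stricter filter on dim probes only Cd6 was left of them. Cytotoxic and NK genes had 2.40 (9 genes, 5 DEGs, 9.66e-04 and 0.0310), from Gzmk (-0.45) to Gzma (at least 16.2-fold higher). Th2 genes had 1.51 (6 genes, 3 DEGs, 0.00250 and 0.0176), from Il13 (-0.10) to Il4 (at least 21.0-fold higher), but 0.14 over 8 genes without a filter on dim probes, a filter that a rise in INF helps a gene to pass. B and plasma cell genes had 1.70 (9 genes, 3 DEGs, 0.00730 and 0.109), from Derl3 (-0.31) to Ms4a1 (at least 2.99-fold higher). Dendritic cell genes had a median of -0.29 but a mean of 1.71 over 5 genes, from Flt3 (-0.64) to Itgax (5.27), and tests that point upward (0.472 and 0.0176). Endothelial genes had 0.38 (10 genes, 3 DEGs, 0.0193 and 0.0379), from Slco1a4 (-0.49) to Pecam1 (0.96). Choroid plexus genes had 1.70 (8 genes, 1 DEG, 1.51e-04 and 0.0874), from Enpp2 (0.64) to Aqp1 (4.51), and differed by a median of 0.98 between the INF mice and 0.70 between the Ctrl mice. Neuron genes had -0.60 (18 genes, 5 DEGs that fell, 5.96e-04 and 0.0187), from Tubb3 (-0.91) to Syt1 (-0.30), and all 18 were lower. Lists of dim genes had smaller medians under normexp, 0.60 for T cell, 0.84 for cytotoxic and NK, 0.68 for Th2 and 0.87 for B and plasma cell genes, and the median of the dendritic cell genes was 0.16 over 7 genes without a filter on dim probes. With each mouse left out in turn, the median ran from 0.54 to 1.39 for T cell genes and from 1.73 to 3.20 for cytotoxic and NK genes. It ran from 1.03 to 1.88 for B and plasma cell genes and from 1.15 to 2.29 for choroid plexus genes. For the lists of this paragraph no explanation was tested.

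Some proteins that the paper measured have these mRNA values on the arrays. Gfap rose by 3.53 (standard error 0.30, adjusted p = 0.00827 in limma, 0.0728 without Ctrl replicate 1 and 0.0806 without Ctrl replicate 2). Rbfox3, which encodes NeuN, had -0.59 (adjusted p = 0.0595), Cyld -0.45 (0.0811), Gapdh -0.26 (0.149) and Actb 0.16 (0.602), none past the threshold. Rbfox3 was called lower under the stricter filter on dim probes (0.0299), limma-trend with robust eBayes (0.0255) and normexp (0.0445), and Cyld under the stricter filter (0.0447). Adjusted over the 17 genes that the paper names alone, 2 were lower.

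The largest decreases among DEGs were those of Lhx8 (-3.78, adjusted p = 0.0490), Oxt (-3.77, 0.00980), the unnamed target AK019792, not well above background in INF and at least 2.79-fold lower (0.0108), Npas4 (-3.23, 0.0438) and Arc (-3.05, 0.0339). Without Ctrl replicate 1 or Ctrl replicate 2 none passed (lowest adjusted p of any gene 0.0509 and 0.0556). Without INF replicate 1 the adjusted p was 0.0500 for Lhx8, 0.0883 for Npas4 and 0.0635 for Arc, and without INF replicate 2 it was 0.0816 for Arc. Arc and Npas4 are induced by neuronal activity, and over 8 such genes the median was -2.28, with 7 DEGs that fell. A lower share of neuronal RNA as the whole cause was argued against, since the largest fall among 18 neuron markers was -0.91. Lower neuronal activity in INF mice is a candidate explanation that was not tested, as is a difference in how the mice were handled before death. For Oxt and Lhx8, which are made in small parts of the brain, an unequal share of regions in the RNA was weighed, and the values do not decide. Pmch, Hcrt and Avp, other genes of the hypothalamus, differed between the Ctrl mice by a median of 4.27 (3.88 to 5.10), as much as their fall in INF (median -4.39, no DEG in limma). The Ctrl mice differed by only 0.96 in Oxt and 0.95 in Lhx8, so these genes did not follow the other genes of the hypothalamus, and Oxt was at 1.32 and 0.36 in Ctrl against -2.98 and -2.87 in INF. Genes of the striatum differed between the Ctrl mice by -1.32, in the other direction, and had a median log2 fold change of -0.97. With 2 mice per group an unequal share of small regions and an effect of the infection on these genes both stay open.

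Cholesterol biosynthesis was the Reactome set with the most negative NES among those named here (-2.59, adjusted p = 9.92e-08 from fgsea). Of its 22 genes 21 were lower in INF, 16 were DEGs, and the median was -0.82, from Cyp51 (-1.27) to Ebp (0.10). Fewer oligodendrocytes or astrocytes as the whole cause was argued against by the medians of their lists, -0.15 and 0.41. A lower share of neuronal RNA was not tested for this set, though the neuron list had a median of -0.60 with all 18 genes lower. It stays open, as does lower synthesis within cells of infected brains, which was not tested either. The Neuronal System set (-2.50, adjusted p = 4.01e-16) and, in the other direction, the Interferon Signaling (2.13) and Cytokine Signaling in Immune system (1.99) sets were also among the strongest.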
